# Temporal metabolic and transcriptomic characteristics crossing islets and liver reveal dynamic pathophysiology in diet-induced diabetes

**DOI:** 10.1016/j.isci.2021.102265

**Published:** 2021-03-05

**Authors:** Rui Gao, Qi Fu, He-Min Jiang, Min Shen, Rui-Ling Zhao, Yu Qian, Yun-Qiang He, Kuan-Feng Xu, Xin-Yu Xu, Heng Chen, Quan Zhang, Tao Yang

**Keywords:** Animal Physiology, Diabetology, Transcriptomics

## Abstract

To investigate the molecular mechanisms underlying islet dysfunction and insulin resistance in diet-induced diabetes, we conducted temporal RNA sequencing of tissues responsible for insulin secretion (islets) and action (liver) every 4 weeks in mice on high-fat (HFD) or chow diet for 24 weeks, linking to longitudinal profile of metabolic characteristics. The diverse responses of α, β, and δ cells to glucose and palmitate indicated HFD-induced dynamic deterioration of islet function from dysregulation to failure. Insulin resistance developed with variable time course in different tissues. Weighted gene co-expression network analysis and Ingenuity Pathway Analysis implicated islets and liver jointly programmed β-cell compensatory adaption via cell proliferation at early phase and irreversible islet dysfunction by inappropriate immune response at later stage, and identified interconnected molecules including growth differentiation factor 15. Frequencies of T cell subpopulation showed an early decrement in Tregs followed by increases in Th1 and Th17 cells during progression to diabetes.

## Highlights

• Diet-induced diabetes is featured by transition from islet dysfunction to failure
• Insulin resistance develops with variable time course in different tissues
• Dynamics of islet and liver molecular network interplay at different stages
• T-cell-mediated immune response participates via priming and amplification phases

## Introduction

Overnutrition is a major forerunner of type 2 diabetes mellitus (T2DM), which can both enhance secretion of insulin and attenuate its metabolic actions on peripheral tissues including liver, skeletal muscle, and adipose tissue (Czech, 2017). Regardless of whether basal hyperinsulinemia or insulin resistance is the primary driver of T2DM, it is widely accepted that the progressive deterioration of β-cell function/loss of functional β-cell mass is key to the onset of diabetes (Saisho, 2015). In order to identify molecules and mechanisms associated with β-cells’ transition from adaption to failure, high-throughput “omics” technologies (particularly microarray-based transcriptomics and mass-spectrometry-based proteomics) were broadly used on islets from different T2DM animal models (Aga et al., 2020; Hou et al., 2017; Kluth et al., 2014; Neelankal John et al., 2018; Roat et al., 2014) and diabetic human donors (Mencucci et al., 2021). Longitudinal observations and temporal “omics” analyses across the full spectrum of disease have gradually established a comprehensive picture of diabetic progression (Fadista et al., 2014; Hou et al., 2017; Solimena et al., 2018). However, few studies systematically described the metabolic phenotypes and associated the sequencing data with these characteristics. Moreover, because environmental manipulation plays a fundamental role in obesity development, high-fat diet (HFD) is thought to model the human situation of obesity-induced diabetes more accurately than genetic animal models (Hou et al., 2017; Kluth et al., 2014).

Individual β-cell can sense a multitude of signals and change its secretory responses according to metabolic demands. In recent years, endocrine and autocrine/paracrine factors have aroused great interest; however, a limited number of studies concentrated on the inter-organ crosstalk. Exogenous factors, such as humoral and neural signals originating from hepatocytes (El Ouaamari et al., 2013; Imai et al., 2008), adipocytes, and various immune cells, not only constitute a significant link between obesity and insulin resistance but also impact β-cell function and cell mass (Tanabe et al., 2017). Liver, an important organ participating in fat metabolism, glycogen synthesis, and decomposition, may play a role in regulating pancreatic β-cells. We previously identified that hepatocytes derived extracellular vesicles from HFD-induced obese mice could modulate genes expression and promote proliferation of islet β-cells through miRNA (Fu et al., 2019). During the last decade, other liver-derived circulating factors such as hepatic growth factor (HGF) (Alvarez-Perez et al., 2014; Mellado-Gil et al., 2011), leukocyte-neutrophil elastase inhibitor (SerpinB1) (El Ouaamari et al., 2016), kisspeptin (Song et al., 2014), and fibroblast growth factor 21 (FGF21) (Kharitonenkov et al., 2005; Wente et al., 2006) have been reported to directly affect islet secretion, proliferation, and regeneration.

In the present study, experiments were conducted to (1) define the timing of key physiological and molecular events in a rodent model of diet-induced diabetes characterized by hyperinsulinemia and insulin resistance; (2) determine the sequential repertoire of distinct mechanisms that underlie β-cells’ transition from dysfunction to failure; (3) assess the relationship of transcriptomic changes between islets (responsible for hyperinsulinemia) and liver (involved in insulin resistance), and (4) determine the potential interconnected genes participating in this crosstalk. Thus, we established a dynamic profile of glucose metabolism, islet architecture and secretion, systemic and tissue-specific insulin resistance, and T cell subpopulations in diet-treated C57BL/6N mice over a time course of 24 weeks. Subsequent transcriptomic analyses of islets and liver unveiled the chronological order of molecular events during the deterioration of pancreatic islet function.

## Results

### Experimental design and general metabolic characteristics of HFD in C57BL/6N mice

To illustrate the global characteristics and molecular dynamics in HFD model, we monitored the temporal profile of glucose metabolism, islet architecture and secretion, and tissue-specific insulin sensitivity in C57BL/6N mice fed on a 60% HFD or a chow diet (CD) for 24 weeks. Transcriptomes of islets and liver at six consecutive time points with the interval of 4 weeks (week 4, 8, 12, 16, 20, and 24) were analyzed using weighted gene co-expression network analyses (WGCNA) and Ingenuity Pathway Analysis (IPA) (Figure 1A). As to non-fasting morning blood glucose level, we identified mild hyperglycemia after 1 week of HFD. From week 8 to week 14, largest difference in non-fasting plasma glucose was observed. Notably after week 20, although insignificant, plasma glucose in HFD remained ∼1 mmol/L higher than that of CD (Figure 1C), which is in accordance with findings previously described by Winzell et al. (Winzell and Ahren, 2004). There was also a modest increase in energy consumption in HFD mice compared with CD ones during the study period (Figure 1D). As expected, caloric excess was disproportionately stored in adipose tissue throughout 24 weeks in HFD group (Figure S1A). The biochemical measurements in Figure S1B presented HFD-induced hepatoxicity as revealed by increases in serum liver enzymes and aminotransferases and marked alternations of total cholesterol (T-CHO), low-density lipoprotein cholesterol (LDL-C), and high-density lipoprotein cholesterol (HDL-C). In concordance with impaired liver function, we also identified gradually deteriorated hepatic steatosis, cytoplasmatic ballooning, fibrosis, and angiogenesis in HFD mice (Figure S2A).

**Figure 1:**
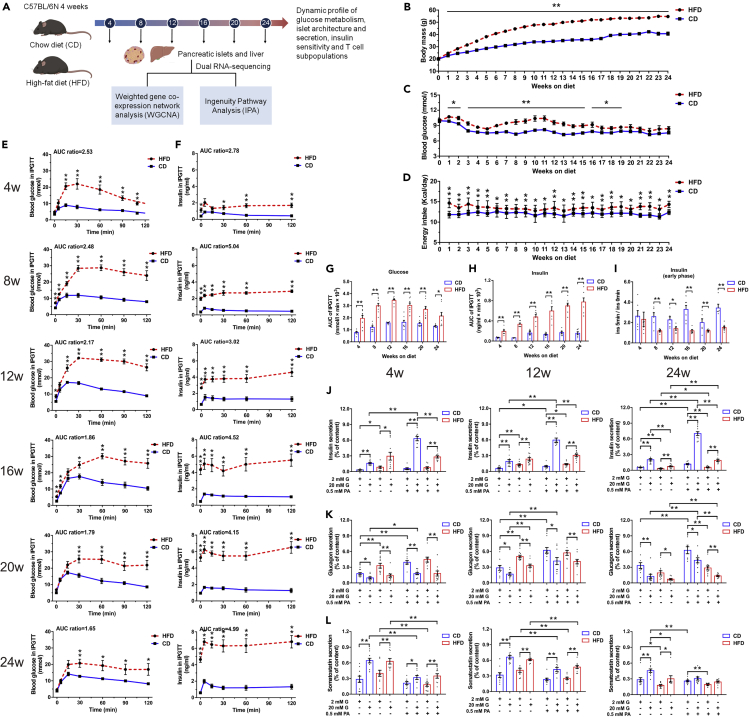
Progressively impaired glucose homeostasis and islet dysfunction of HFD mice both *in vivo* and *in vitro* (A) Schematic of the experimental design. (B–D) Weekly monitored body weight (N ≥ 16 mice/group) (B), morning ad libitum blood glucose (N ≥ 14 mice/group) (C), and caloric intake (N ≥ 4 cages/group) (D). (E and F) Blood glucose (E) and the corresponding plasma insulin concentration (F) during IPGTT (2 g/kg glucose) (N ≥ 6 mice/group). The ratios of AUC for HFD versus CD are presented at the top of each graph. (G and H) AUC calculation for glucose (G) and insulin (H) during IPGTT. (I) First-phase insulin secretion defect in HFD mice indicated by fold change of insulin level at 5 min with respect to 0 min. (J–L) Insulin (J), glucagon (K), and somatostatin (L) secretion in islets isolated from HFD and CD mice after 4, 12, and 24 weeks of diet (N = 4–5 mice/group). All data are expressed as mean ± standard error of mean (SEM) and analyzed using unpaired two-tailed t test. ∗p < 0.05, ∗∗p < 0.01. See also Figure S1.

### Progressively impaired glucose homeostasis and islet function of HFD mice both *in vivo* and *in vitro*

Intraperitoneal glucose tolerance tests (IPGTTs) were conducted every 4 weeks to monitor islet function during 24 weeks of diet treatments. Compared with CD mice, HFD mice developed glucose intolerance as early as 4 weeks, presenting with a significantly higher peak and slower decay of plasma glucose following glucose challenge (Figure 1E). As a result, the integrated glucose level (area under the curve (AUC)) in HFD was around 2-fold of that seen in CD for the entire duration of 24 weeks (Figure 1G). However, this glucose intolerance slightly ameliorated after 16 weeks of HFD and fasting hyperglycemia attenuated at week 20, which may be attributable to the compensatory increase in β-cell function and/or mass in response to the diet. Indeed, the corresponding insulin level revealed a progressively exaggerated and significantly delayed glucose-induced secretory response in HFD mice (Figure 1F). The integrated insulin secretion (AUC) during glucose challenge increased from 2.78-fold (week 4) to 4.99-fold (week 24) of that seen in CD group (Figure 1H). Notably, we observed an evidently elevated fasting insulin level in HFD mice at week 4, prior to the development of fasting hyperglycemia at week 8. Despite the overall enhanced insulin secretion, the first-phase glucose-induced insulin secretion (insulin level at 5 min relative to basal release) was impaired from week 8 on HFD (Figure 1I). Fasted and 2 h refed plasma glucagon levels suggested α-cell dysfunction, and subsequently, inappropriate glucagon release was not responsible for hyperglycemia in HFD mice (Figure S1C).

We also measured insulin, glucagon, and somatostatin secretion in intact islets from mice on HFD or CD at week 4, 12 (with the highest blood glucose level during IPGTT), and 24 (with the highest serum insulin level during IPGTT) in response to low and high glucose in the presence or absence of palmitate (PA). The fold increase in insulin secretion stimulated by 20 mM glucose alone (3.53-fold in HFD versus 4.77-fold in CD at week 4; 1.81-fold in HFD versus 3.25-fold in CD at week 12; and 2.29-fold in HFD versus 3.62-fold in CD at week 24) or 0.5 mM PA alone (0.90-fold in HFD versus 1.72-fold in CD at week 4; 1.07-fold in HFD versus 1.65-fold in CD at week 12; and 1.79-fold in HFD versus 2.12-fold in CD at week 24) was both modestly reduced. In agreement with the previous study (Peyot et al., 2010), PA potentiated glucose-stimulated insulin secretion (GSIS) was also impaired at these three time points (3.72-fold in HFD versus 11.03-fold in CD at week 4, 2.20-fold in HFD versus 6.12-fold in CD at week 12, and 3.34-fold in HFD versus 5.95-fold in CD at week 24). It is noticeable that islets from 4 weeks to 12 weeks of HFD exhibited a higher basal insulin release (2 mM glucose in the absence of PA) in comparison with CD. However, after 24 weeks of treatment, insulin secretion of HFD mouse islets was significantly lower than CD with or without the presence of stimulatory glucose or PA concentration, indicating β-cell function failure (Figure 1J). Glucagon secretion of both HFD and CD mouse islets showed intact secretory response to glucose and PA at all three time points. Similar to that of insulin, a more robust basal release of glucagon was observed in HFD at week 4 and 12, albeit with an evident reduction at week 24 (Figure 1K). Somatostatin secretion in HFD mice displayed marginally decreased sensitivity in response to the stimulatory action of 20 mM glucose and the inhibitory action of PA at 20 mM glucose compared with CD. Similar to insulin and glucagon secretion, an elevated basal somatostatin release was only noticed in HFD islets at week 4 and 12, followed by a significantly reduced secretion at week 24 (Figure 1L). In addition, the pancreatic content of insulin was significantly higher in HFD mice at all three time points of feeding, whereas a slight increase in glucagon content was only observed at week 24, and no changes were identified as to somatostatin content (Figure S1D). Altogether, these results demonstrated specific hyposensitivity of HFD islets to glucose and PA despite enhanced basal insulin, glucagon, and somatostatin secretion at early stage.

### Dynamic changes in islet morphology, cell composition, and ultrastructure

Immunofluorescent staining was performed to examine the changes in islet size distribution and cell composition at different time points of diet treatments. In comparison with CD mice, the islet size did not change significantly after HFD feeding for 4 weeks, whereas at week 12, the prevalence of large islet population (6000–7999 μm^2^) doubled and that of small islets (<2000 μm^2^) relatively decreased in HFD group. The difference was even more profound after 24 weeks of HFD (Figure 2B). The glucagon positive area ratio of HFD islets began to decline from week 16 despite of concomitant augmentation in islet size (Figure 2C). The somatostatin positive area ratio of HFD islets also decreased by nearly 2-fold at week 8 and continued to reduce over 24 weeks of feeding period (Figure 2D). Pancreatic immunohistochemical examination corroborated the findings of progressively enlarged islet mass and increased abundance of Ins^+^ β-cells in HFD mice (Figure S2B). To test whether the hyperplasia of β-cells was due to increased proliferation, we next quantitated proliferation markers such as Ki67 in β-cells at different time points of diet treatments. In CD mice, Ki67^+^ Ins^+^ β-cells were barely detectable. The percentage of Ki67^+^ Ins^+^ β-cells was only transiently increased in HFD mice at week 4 and 8 and showed no significant difference to CD during the subsequent weeks (Figure 2F).

**Figure 2:**
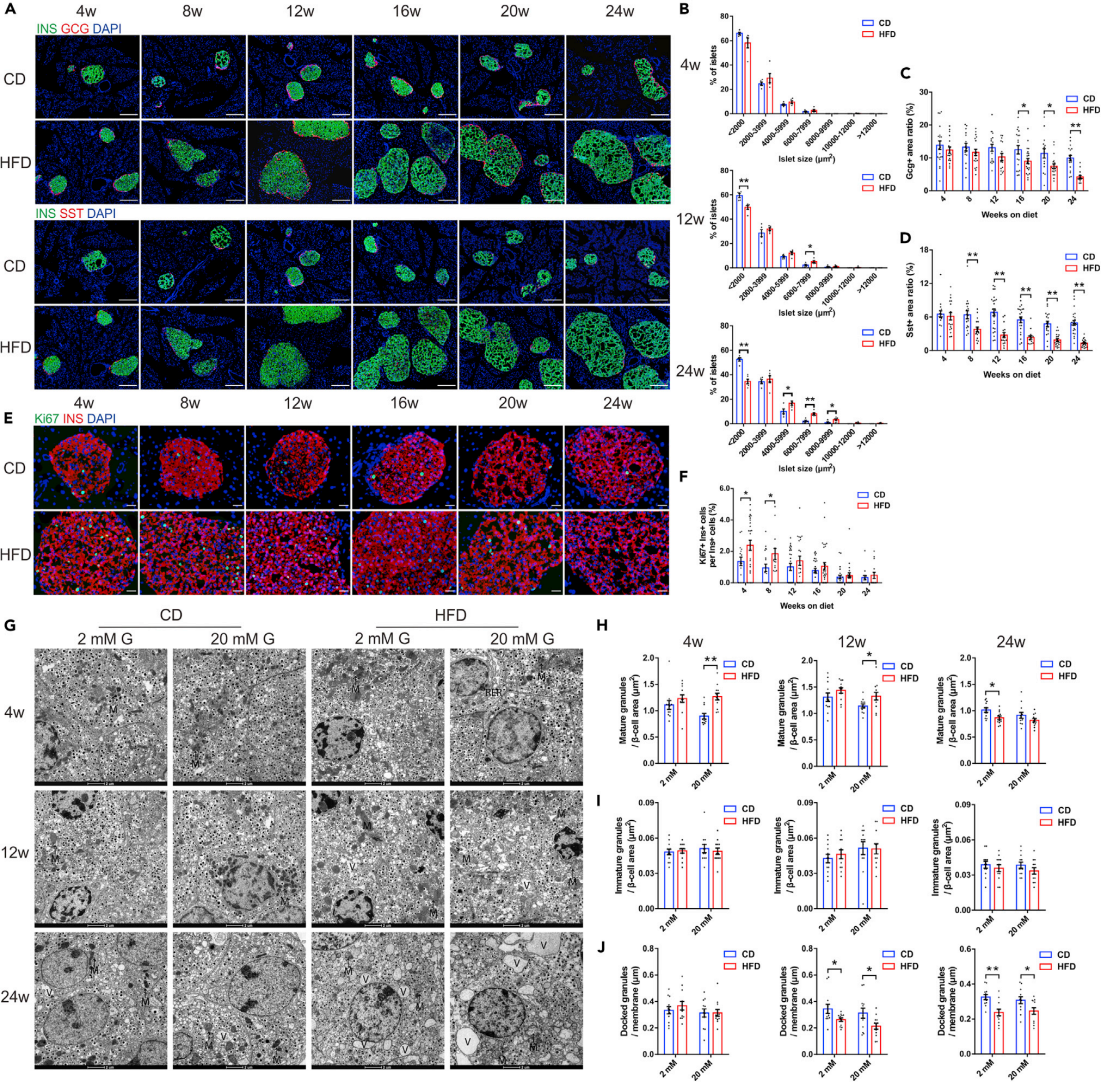
Dynamic changes in islet morphology, cell composition, and ultrastructure (A) Representative immunofluorescent images showing consecutive pancreatic sections double-labeled either for insulin and glucagon or insulin and somatostatin (scale bar: 50 μm). (B) Islet size distributions analyzed by morphometry (N = 5 mice/group). (C and D) Quantification of glucagon (C) and somatostatin (D) stained area (N = 15–25 islets/group, N = 4–5 mice/group). (E) Representative immunofluorescent images showing Ki67^+^ Ins^+^ cells in pancreatic sections (scale bar: 20 μm) (F) Quantification of the percentage of Ki67^+^ Ins^+^ cells in total Ins^+^ cells (N ≥ 14 islets/group, N = 3–5 mice/group). (G) Representative electron micrographs showing β-cells with insulin-containing granules after 2 mM or 20 mM glucose stimulation. Mitochondria (M), endoplasmic reticulum(RER), and vacuoles (V) are marked (scale bar: 2 μm). (H–J) Quantification of mature (H), immature (I), and docked (J) insulin granules in β-cells of HFD and CD islets (N = 12 β-cells/group, N = 6–8 islets/group, N = 3 mice/group). All data are expressed as mean ± SEM and analyzed using unpaired two-tailed t test. ∗p < 0.05, ∗∗p < 0.01. See also Figure S2.

We next analyzed the ultrastructure of β-cells from HFD and CD mice by transmission electron microscopy (TEM). At week 4 and 12 of the diet, there was no significant difference in density of mature granules after 2 mM glucose treatment between two groups. However, 20 mM glucose stimulation led to an evident increase in mature granule density in HFD. Interestingly, in β-cells of mice fed on HFD for 24 weeks, the density of mature granules in 2 mM glucose was significantly reduced compared with CD. This supported the view from *in vitro* GSIS results that there was a transition from enhanced to impaired insulin secretion in HFD mice (Figure 2H). With regard to immature granules, no significant difference was observed (Figure 2I). We also calculated the density of docked granules and identified that HFD resulted in a different distribution of granules with fewer granules docked at the cell membrane compared with CD (Figure 2J). This may explain the reduced first phase of glucose-induced insulin secretion in HFD mice.

As previously reported (Gupta et al., 2017), β-cells from HFD mice also showed several ultrastructural alterations (Figure 2G). HFD β-cell mitochondria were round-shaped rather than elongated, with fragmented cristae, reduced electron density, and augmented volume. There was also massive accumulation of vacuoles characterized by the presence of closed membranes surrounding organelles and cytoplasmic portions in β-cells, possibly suggesting dysregulated autophagy. Interestingly, α-cells appeared ultrastructurally normal and well granulated, whereas δ-cells were characterized by degranulation in HFD-treated group (Figure S2C), which was quite similar with the TEM features observed in T2DM patients (Folli et al., 2018).

### Longitudinal assessment of systemic and tissue-specific insulin sensitivity in HFD mice

To assess whether the impaired glucose tolerance in HFD was due to defects in insulin sensitivity, longitudinal insulin tolerance tests (ITTs) were performed with an interval of 4 weeks. Compared with CD mice, HFD mice presented a relatively intact insulin-induced hypoglycemic response at week 4, whereas overt insulin resistance was only detectable after 8 weeks of diet treatment (Figure 3A). Hyperinsulinemic-euglycemic clamps (HI/EG) were also conducted to evaluate systemic insulin sensitivity. At week 4, HFD mice had a non-evident decrease in glucose infusion rate (GIR) compared with CD (insulin sensitivity index (ISI) = 0.90 ± 0.08 in HFD versus ISI = 1.17 ± 0.10 in CD at week 4, p = 0.060). However, after 12 and 24 weeks of treatment, a significant lower GIR was required for HFD mice to maintain euglycemia at steady state (ISI = 0.42 ± 0.14 in HFD versus ISI = 1.79 ± 0.43 in CD at week 12, p = 0.013; ISI = 0.15 ± 0.04 in HFD versus ISI = 0.98 ± 0.16 in CD at week 24, p < 0.001) (Figure 3B).

**Figure 3:**
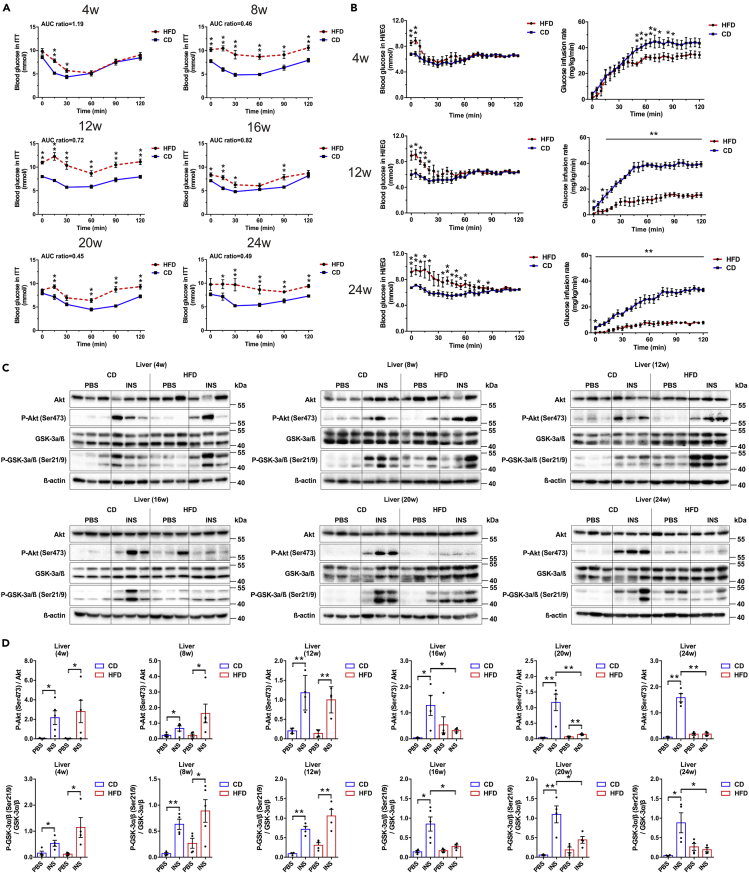
Longitudinal assessment of systemic and tissue-specific insulin sensitivity in CD and HFD mice (A) Blood glucose during ITT (0.75 U/kg insulin) (N ≥ 7 mice/group). The ratios of AUC for HFD versus CD are presented at the top of each graph. (B) Hyperinsulinemic-euglycemic clamp tests (N ≥ 6 mice/group). (C and D) Immunoblot (C) and quantification (D) of Akt (Ser473) phosphorylation status relative to total Akt and GSK-3α/β (Ser21/9) phosphorylation status relative to total GSK-3α/β in liver (N = 4–6 mice/group). All data are expressed as mean ± SEM and analyzed using unpaired two-tailed t test. ∗p < 0.05, ∗∗p < 0.01. See also Figure S3.

For tissue-specific insulin action as displayed in Figures 3C and 3D, the hepatic acute response to insulin was not different between HFD and CD before week 16. However, phosphorylation of Akt after insulin injection was significantly lowered by 75.46% (week 16), 87.85% (week 20), and 88.34% (week 24) afterward. The phosphorylation of GSK-3α/β in liver also demonstrated similar patterns. As regard to quadriceps femoris (Figures S3A and S3B) and gastrocnemius tissue (Figures S3C and S3D), the insulin-stimulated increases in p-Akt and p-GSK-3α/β were also blunted in HFD starting from week 16. Of note, in adipose tissue (Figures S3E and S3F), reduced insulin response was evident since week 8 on HFD, prior to that in liver and skeletal muscle. This phenomenon might be attributed to adipose tissue being the primary site of nutrient storage. These data revealed that the development of insulin resistance at different organs had variable time course, with liver and skeletal muscle initiating from week 16 and adipose tissue starting from week 8.

### Transcriptomic profiles and pathway dynamics of islets and liver during diabetes progression

To unveil the molecular mechanisms underlying these metabolic changes during diabetes progression, RNA sequencing and transcriptomic analyses of islets and liver were respectively performed in quadruplicates at six consecutive time points of diet treatments (week 4, 8, 12, 16, 20, and 24). 

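Islets and liver came from the same 48 mice, 4 on HFD and 4 on CD at each of the 6 time points, so that each tissue had 48 libraries in 12 groups. The authors selected poly(A) RNA, made cDNA with random hexamers and sequenced it on a BGISEQ instrument. Table S6 gives the reads of each library in M (1e+06 reads), between 63.3 M and 81.7 M raw reads and between 60.9 M and 77.4 M clean reads. Between 76.6% and 90.0% of the clean reads of a library mapped to the genome. In islets, the median number of clean reads, with its range, was 61.5 M (60.9 to 61.8) in CD and 61.7 M (61.6 to 62.5) in HFD mice at week 4, and 69.5 M (65.3 to 72.8) in CD and 62.2 M (62.1 to 62.5) in HFD mice at week 8. The islet libraries of week 12 had 68.3 M (67.1 to 69.6) in CD and 71.6 M (66.98 to 74.1) in HFD mice. At week 16, 69.3 M (66.96 to 69.8) in CD and 68.8 M (66.7 to 69.1) in HFD mice were obtained from islets. Islet medians were 70.5 M (68.01 to 71.2) in CD and 68.8 M (65.3 to 69.7) in HFD mice at week 20. At week 24, they were 66.9 M (65.6 to 77.3) in CD and 66.6 M (64.7 to 73.1) in HFD mice. In liver, the corresponding values were 61.3 M (61.1 to 61.4) in CD and 61.4 M (60.97 to 62.2) in HFD mice at week 4, and 61.8 M (60.9 to 62.96) in CD and 62.9 M (62.7 to 66.9) in HFD mice at week 8. The liver libraries of week 12 had 68.3 M (64.8 to 71.02) in CD and 70.2 M (68.9 to 71.4) in HFD mice. Liver at week 16 gave 67.5 M (67.2 to 69.6) in CD and 68.5 M (66.2 to 71.00) in HFD mice. Week 20 gave 69.02 M (66.99 to 69.1) in CD and 68.9 M (66.8 to 71.2) in HFD mice in liver, and week 24 gave 74.3 M (68.2 to 77.4) in CD and 72.4 M (69.1 to 73.8) in HFD mice.

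The authors deposited a table with the fragments per kilobase of transcript per M mapped (FPKM) of 21990 genes, rounded to 2 decimals, with their group means and their own comparisons of HFD with CD. Of these genes, 1835 had no values. The table lists each gene by its Entrez gene identifier, RefSeq transcripts and GRCm38 coordinates, and 21823 identifiers were found in the RefSeq annotation of that build, from which 29 symbols were updated. The paper's text does not name the aligner or the program behind the FPKM, and the header of the table names DEGseq for the authors' comparisons. The table holds no read counts, so the counts behind a value are unknown, and no scaling between libraries beyond FPKM was seen.

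Each value was transformed to log2(FPKM + 1). Within each tissue and week, the 4 HFD libraries were compared with the 4 CD libraries by limma with a mean-variance trend and robust variances, and p-values were adjusted by the Benjamini-Hochberg method. Genes with at least 1 FPKM in at least 4 of the 8 libraries were tested, between 9875 and 11709 genes per comparison. A gene was counted as differentially expressed (DEG) at an adjusted p under 0.05 with an absolute log2 fold change of at least 1. The added 1 makes the fold change of a gene of few FPKM smaller than the ratio of its group means. In data simulated from the libraries of week 4 and week 16, with 200 genes changed by 1.5 on the log2 scale, between 92.2% and 99.3% of the changed genes were counted, and without changed genes none was. Beside the changed genes, a mean of 0.2 to 1.6 unchanged genes was counted. The changed genes were not drawn from those of the lowest level, and the noise was normal and independent between genes. The shares therefore do not hold for genes of low FPKM, smaller changes or libraries far from their group.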

In total, 3,844 differentially expressed genes (DEGs) were found in islets, of which 33 were shared among all six time points (Figure 4C). 

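In islets, no gene was a DEG at week 4, where 854 of the 11569 genes tested had an unadjusted p under 0.05. At week 8, 11 genes were DEGs, 8 higher and 3 lower in HFD mice. The 3 lower genes were Npy, Trpm5 and Tuba1b, which were singled out after their values were seen. Raw reads of the islet libraries of week 8 did not overlap, with 69.07 to 76.88 M in CD and 65.5 to 65.73 M in HFD mice. Depth and diet therefore cannot be told apart in the islet results of that week. Week 12 gave 39 DEGs, of which 29 were lower, and week 16 gave most, with 18 higher and 95 lower. At week 20, 48 of 64 DEGs were lower, and at week 24, 51 of 86. A gene was a DEG in at least 1 week in 167 cases, in 1 week alone in 88 and in all 6 weeks in none. The count for all 6 weeks is 0 because week 4 has none, and 43 genes passed the adjusted p-value, without a minimum fold change, at each of weeks 8 to 24. Npy, which encodes neuropeptide Y, was the gene counted in 5 weeks. At week 24 it had 5.83 ± 3.44 FPKM (SD, n = 4) in CD and 0.325 ± 0.306 FPKM (SD, n = 4) in HFD mice, a log2 fold change of -2.28 (standard error 0.34, adjusted p = 0.011).

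Without the minimum fold change, the alternative that moved these counts most, 2319 genes passed in at least 1 week. Each library was also left out in turn. The count of week 8 rose to 19 without mouse HFD217 and fell to 5 without CD205 or HFD213. At week 12 it was 25 without HFD313, and at week 20 it ranged from 38 without HFD517 to 34 higher and 72 lower without HFD511. In the authors' deposited table, a q-value of at most 0.05 with an absolute log2 ratio of at least 1 gives 967 genes at week 4, 1018 at week 8, 1459 at week 12, 1961 at week 16, 1727 at week 20 and 1813 at week 24. Most of them were under the filter here, where 54 were tested at week 4 and 301 at week 16. Of the 167 genes counted here, all 167 are among those of the authors in at least 1 week.

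**Figure D1:**
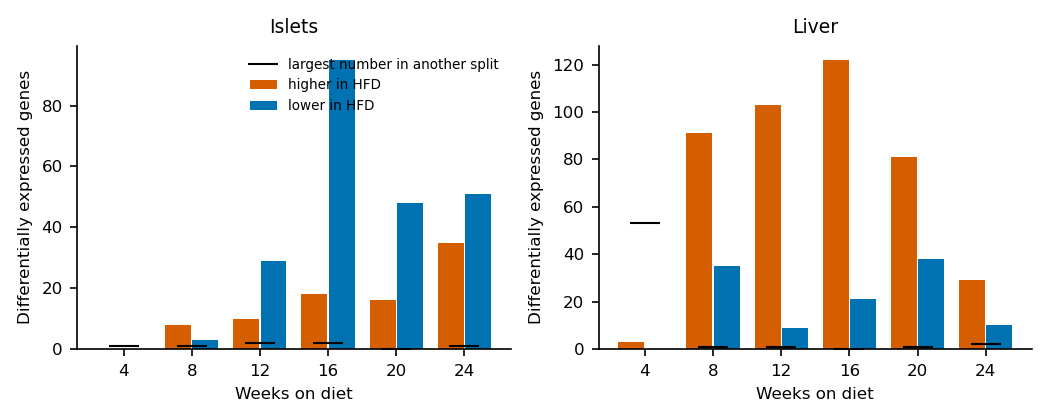
Bars give the number of DEGs by week in islets and liver, higher and lower in HFD mice, and dashes the largest number in another split of the same 8 libraries into 4 and 4. Islet DEGs peak in week 16, with 95 lower and 18 higher genes, and liver DEGs in the same week, with 143.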

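The liver had 3 DEGs at week 4, Cela1, Dgcr6 and Mrc1, all higher in HFD mice and named after their values were seen. At week 8, 126 genes were DEGs, of which 91 were higher. Raw reads did not overlap between the diets in that week, with 63.31 to 65.6 M in CD and 66.12 to 71.0 M in HFD mice. At week 12, 9 DEGs were lower and 92.0% were higher. The number was 143 at week 16 (122 higher), 119 at week 20 (81 higher) and 39 at week 24 (29 higher). In all, 324 genes were DEGs in at least 1 week, 201 of them in a single week and 0 in all 6 weeks. In 5 weeks, 10 genes were DEGs, among them Cd36, Mogat1 and Cyp26a1. Mogat1 and Cyp26a1, and Adgrv1 below, were named after their values were seen. With all 12 groups in one fit, 1 gene, Adgrv1, was a DEG in all 6 weeks, and it was also the 1 gene without mouse HFD118 and with the percent of reads mapped to the genome as a covariate, an alternative chosen after seeing the data. Its level was 2.27 ± 0.320 FPKM (SD, n = 4) in CD and 31.7 ± 4.35 FPKM (SD, n = 4) in HFD mice at week 16, a log2 fold change of 3.32 (standard error 0.12, adjusted p = 2.7e-07). At week 4, the log2 fold change of Adgrv1 was 1.43 (adjusted p = 0.077).

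With a pseudocount of 0.1 and no filter on low FPKM, 784 liver genes were DEGs in at least 1 week, and with the adjusted p under 0.05 as the sole criterion 1918 were. The count of week 4 rose to 31 without CD101 and was 0 without HFD114. At week 8 it was 225 without HFD217. Week 12 ranged from 63 without CD307 to 191 without CD304, week 16 reached 236 without HFD411, and week 20 ranged from 58 without CD502 to 220 without HFD518. At week 24 the count was 11 without CD601 and 64 without HFD614. With the covariate for mapped reads, week 12 had 23 DEGs, and week 4 had 30 in place of 3. The authors' deposited table gives 830, 1145, 1740, 1730, 1573 and 1098 liver genes from week 4 to week 24 by its own q-values and ratios. Of the 324 genes, 321 are also among the authors' genes of at least 1 week.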

With regard to liver, 4,101 DEGs were discovered throughout 24 weeks of feeding, of which 39 were overlapped (Figure 4D). To validate the transcriptomic results, 10 DEGs were randomly selected, and their expression patterns measured by quantitative real-time PCR (qRT-PCR) in independent HFD/CD islet and liver samples were very similar to those in RNA-sequencing data (Figures S4A and S4B).

**Figure 4:**
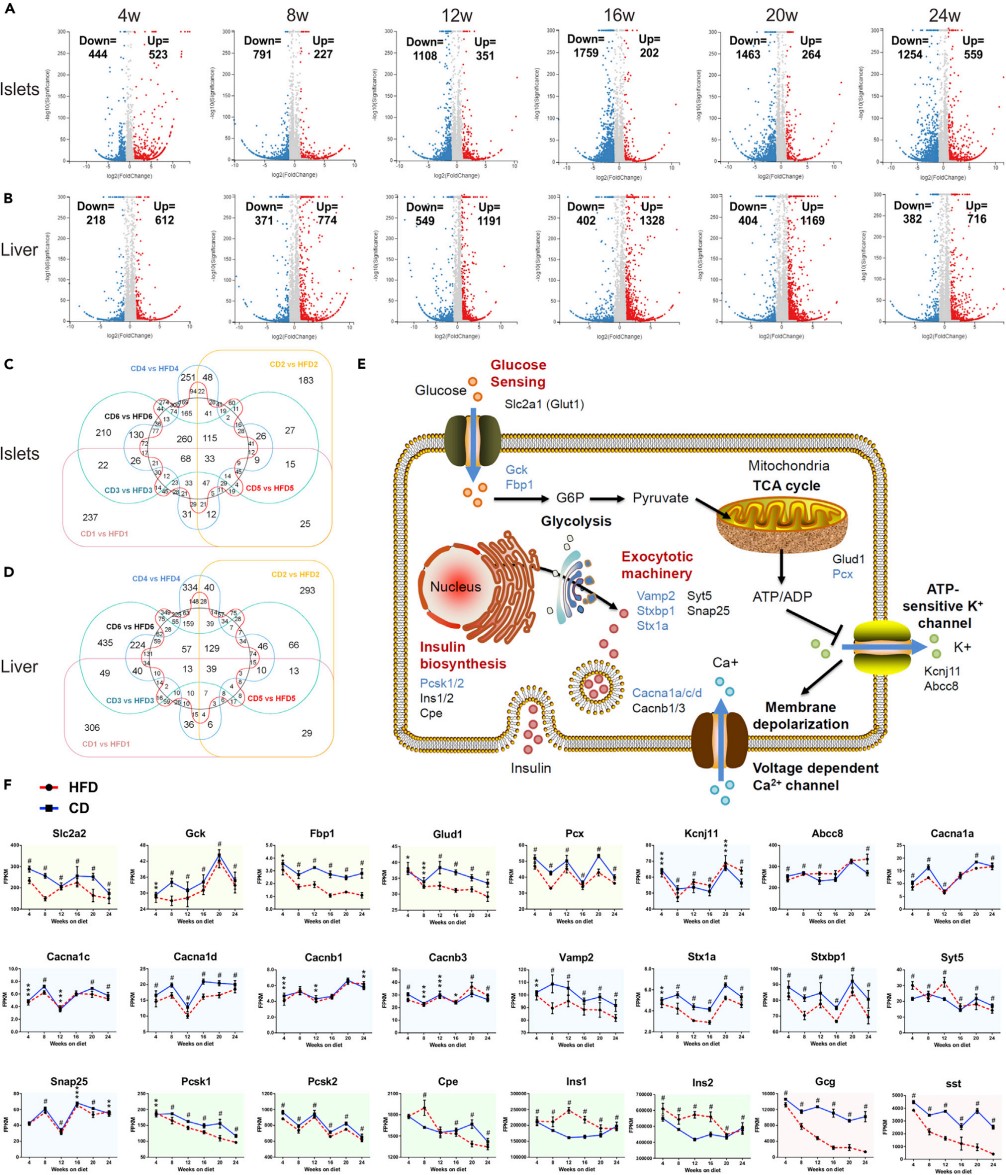
Transcriptomic profiles and pathway dynamics of islets and liver during diabetes progression (A and B) Islet (A) and liver (B) volcano plots. The numbers of upregulated (red dots) and downregulated (blue dots) genes are marked in each graph. (C and D) Islet (C) and liver (D) Venn diagrams of identifiable and quantifiable DEGs. (E) Schematic representation illustrating the physiology and key genes of GSIS in pancreatic β-cells. Genes that were significantly downregulated are colored in blue. (F) The time course expression data for genes involved in GSIS. Yellow, blue, green, and red shaded areas, respectively refer to genes participating in glucose sensing, exocytotic machinery, insulin biosynthesis, and the secretion of other islet cells. All data are expressed as mean ± SEM and analyzed using unpaired two-tailed t test. ∗adjusted p < 0.05, ∗∗adjusted p < 0.01, ∗∗∗adjusted p < 0.001, ^#^adjusted p < 0.0001. See also Figures S4–S6.

For pathway dynamics analyses, we investigated the temporal patterns with representative genes involved in islet hormone secretion, pancreatic endocrine cell development, and hepatic insulin resistance. 

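Figure 4F shows 24 genes of glucose sensing, exocytosis, insulin biosynthesis and other islet hormones, all of which were tested in islets. Their number with an adjusted p under 0.05 was 0 at week 4, 5 at week 8, 7 at week 12, 8 at week 16, 4 at week 20 and 3 at week 24, and adjusted over the list alone it was 2, 11, 7, 10, 10 and 5. Fbp1, which encodes fructose-1,6-bisphosphatase, had 2.73 ± 0.519 FPKM (SD, n = 4) in CD and 1.07 ± 0.257 FPKM (SD, n = 4) in HFD mice at week 16, a log2 fold change of -0.84 (standard error 0.12, adjusted p = 0.00041). It changed by -0.56 (adjusted p = 0.0058) at week 12, by -0.57 (adjusted p = 0.013) at week 20 and by -0.87 (adjusted p = 0.0091) at week 24, and no single mouse decided the results of weeks 16 and 24. The glucose transporter gene Slc2a2 had 256 ± 22.8 FPKM in CD and 149 ± 20.1 FPKM in HFD mice at week 8, a change of -0.78 (adjusted p = 0.0047). Pcx changed by -0.36 (adjusted p = 0.012) in that week, which became an adjusted p of 0.059 after median ratio scaling, an alternative chosen after seeing the data.

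Cacna1d, a calcium channel gene, had 20.9 ± 1.61 FPKM in CD and 16.1 ± 1.64 FPKM in HFD mice at week 16, with a log2 fold change of -0.36 (adjusted p = 0.011). This call held in all 8 fits that left out one mouse. It was lost with insulin left out of the islet library total, where the change was -0.17 (adjusted p = 0.11). In that setting the median change of all genes rose from 0.01 to 0.19. At weeks 8 and 20 Cacna1d did not pass (adjusted p = 0.079 and 0.072). It passed there as lower without HFD217 (week 8, adjusted p = 0.020) and with insulin left out (week 20, adjusted p = 0.032). Stx1a changed by -0.40 (adjusted p = 0.042) at week 12 and by -0.40 (adjusted p = 0.011) at week 16. Vamp2 was lower on average in all 6 weeks, with changes down to -0.27, and did not pass the threshold in any week (smallest adjusted p 0.10). Without mouse HFD217, however, it passed at week 8, with an adjusted p of 0.046. Among the other hormone genes of the figure, Gcg had 10210 ± 2592 FPKM in CD and 1358 ± 468 FPKM in HFD mice at week 24, a log2 fold change of -2.93 (adjusted p = 0.0027). Sst changed by -2.67 (adjusted p = 0.00034) in the same week. At week 12 their changes were -1.41 and -1.21.

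**Figure D2:**
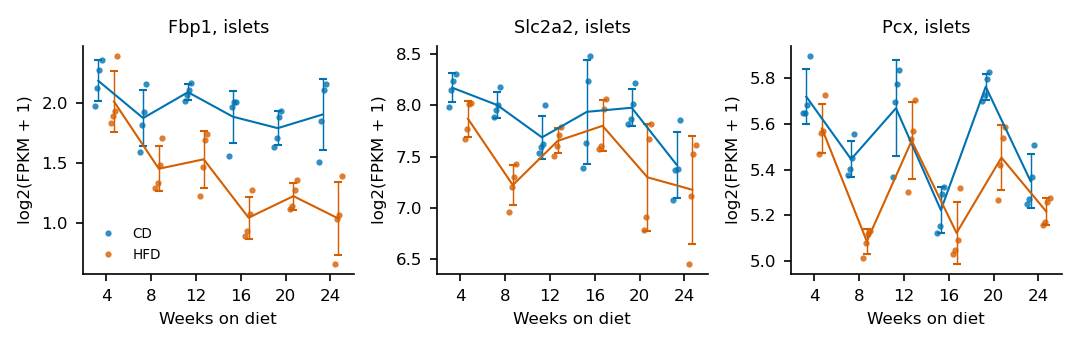
Points give log2(FPKM + 1) of Fbp1, Slc2a2 and Pcx in each islet library by week and diet, with lines through the group means and bars for the SD (n = 4). The Fbp1 values of the diets do not overlap from week 12 on.

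**Figure D3:**
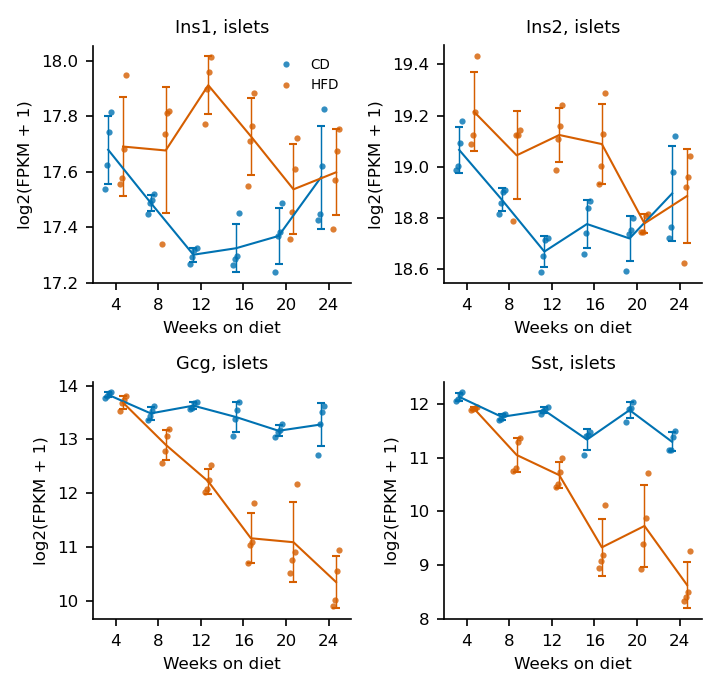
Points give log2(FPKM + 1) of Ins1, Ins2, Gcg and Sst in each islet library by week and diet, with lines through the group means and bars for the SD (n = 4). The values of Gcg and Sst in HFD mice lie under all those in CD mice from week 8 on.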

Figures 4E and 4F depicted the primary signal flow of GSIS in pancreatic β-cells, showing some downregulated genes in glucose sensing and metabolism (*Gck and Fbp1*), Ca^2+^ flux (*Cacna1d*), granule docking, and release (*Vamp2*, *Stxbp1 and Stx1a*). 

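Cpe encodes carboxypeptidase E, which trims proinsulin, and Ins1 and Ins2 are the mouse insulin genes. In islets, Ins1 had 161600 ± 2830 FPKM (SD, n = 4) in CD and 247100 ± 17530 FPKM (SD, n = 4) in HFD mice at week 12, a log2 fold change of 0.61 (standard error 0.058, adjusted p = 2.1e-07). At week 16 it was still 0.40 higher (adjusted p = 0.0054). The change of Ins1 was 0.01 at week 4 and 0.19 at week 8, and it was 0.17 at week 20 and 0.02 at week 24, none of them past the threshold. Ins2 changed by 0.46 (adjusted p = 1.1e-05) at week 12 and by 0.31 (adjusted p = 0.036) at week 16. The change at week 12 fell to 0.42 (adjusted p = 0.051) after median ratio scaling. Cpe had 1624 ± 13.4 FPKM in CD and 1898 ± 215 FPKM in HFD mice at week 8, with 0.22 (adjusted p = 0.13), and 1669 ± 119 FPKM in CD and 1387 ± 82.2 FPKM in HFD mice at week 20, with -0.27 (adjusted p = 0.076). At weeks 4 and 12 its change was 0.00 and 0.00. With all 12 groups in one fit, the change of Cpe reached an adjusted p of 0.041 at week 8 and of 0.0087 at week 20. Without mouse HFD217, Cpe and Ins1 passed at week 8 (adjusted p = 0.019 and 0.0096).

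The early and the late weeks were compared in one fit of all 48 islet libraries, as the mean effect of HFD at weeks 4, 8 and 12 minus that at weeks 16, 20 and 24. For Cpe the difference was 0.20 (standard error 0.056, adjusted p = 0.032), from a mean effect of 0.07 in the early and -0.13 in the late weeks. For Ins1 it was 0.07 (adjusted p = 0.65) and for Ins2 0.14 (adjusted p = 0.29). From the time course of Cpe and Ins1, the paper proposes that islets first compensate and later lose function.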

The pathway of insulin biosynthesis (*Cpe* and *Ins1*) was upregulated before week 16, whereas gradually downregulated afterward, which might indicate a transition from compensatory oversecretion to functional impairment. We also concluded the gene expression of a synopsis of factors regulating endocrine pancreas development over time (Figure S5). Certain genes participating in the differentiation of pancreatic progenitors into endocrine progenitors (*Gata6*, *Sox9* and *Onecut1*) were downregulated throughout 24 weeks. Furthermore, Figure S6 provided a schematic representation of mechanisms involved in hepatic insulin resistance. 

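Gata6 (Entrez gene 14465, chromosome 18, from 11052510 to 11085839 of GRCm38) encodes a transcription factor and had 3.38 ± 0.492 FPKM (SD, n = 4) in CD and 1.51 ± 0.298 FPKM (SD, n = 4) in HFD mice in islets at week 24, a log2 fold change of -0.80 (standard error 0.11, adjusted p = 0.00032). Its change was -0.14 (adjusted p = 0.76) at week 4 and -0.28 (adjusted p = 0.085) at week 8, where it passed without mouse HFD217 (adjusted p = 0.033). At week 12 it reached -0.68 (adjusted p = 0.00053), at week 16 -0.76 (adjusted p = 0.00013) and at week 20 -0.71 (adjusted p = 0.014). Sox9 and Onecut1 stayed under the filter of 1 FPKM in every week. The group means of Sox9 lay between 0.375 and 0.565 FPKM in CD and between 0.0975 and 0.407 FPKM in HFD mice, and those of Onecut1 between 0.115 and 0.380 and between 0.0200 and 0.152. Both were lower on average in HFD mice in all 6 weeks. Without the filter, the log2 fold change of Sox9 at week 16 was -0.44 (adjusted p = 0.030) and that of Onecut1 -0.43 (adjusted p = 0.0095), and with a pseudocount of 0.1 as well they were -1.52 and -1.93. At week 4 without the filter, Sox9 changed by -0.04 (adjusted p = 0.93) and Onecut1 by -0.06 (adjusted p = 0.88). These genes are also expressed in pancreatic ducts. The mean log2(FPKM + 1) of 10 ductal genes changed by -0.62 (standard error 0.070, exact permutation p = 0.0286, two-sided) in the same libraries at week 16 and by -0.10 (standard error 0.082) at week 24. Sox9 and Onecut1 are among these 10 genes, so the score restates their change in part. The 6 ductal genes above the filter at week 16, which exclude both, changed by -0.70 on average, with 0 higher.

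**Figure D4:**
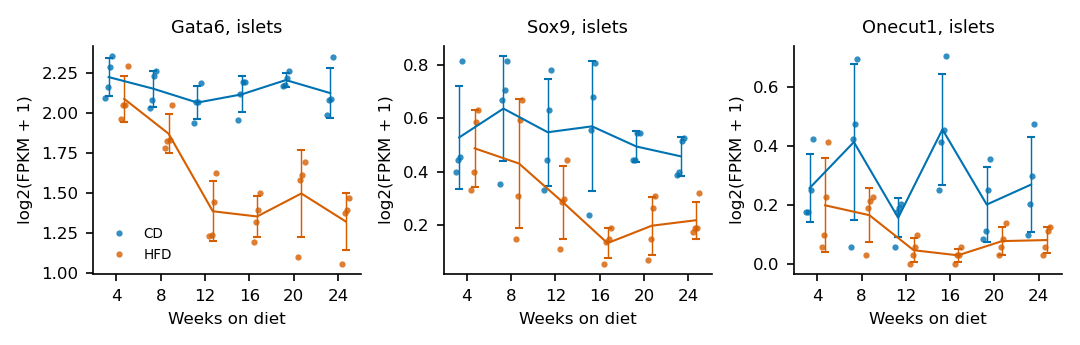
Points give log2(FPKM + 1) of Gata6, Sox9 and Onecut1 in each islet library by week and diet, with lines through the group means and bars for the SD (n = 4). Gata6 separates the diets from week 12 on, and every group mean of Sox9 and Onecut1 is under 1 FPKM.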

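In liver, 8 of 9 genes of lipid-induced insulin resistance, inflammatory signaling and the unfolded protein response were tested, namely Prkce, Sptlc1, Sptlc2, Ppp2ca, Ikbkb, Ern1, Hspa5 and Eif2ak3. Tlr4 stayed under the filter, with group means of 0.0825 to 0.435 FPKM. The number with an adjusted p under 0.05 was 3 at week 12, 1 at week 16, 1 at week 24 and 0 at weeks 4, 8 and 20, where 2, 3 and 2 had an unadjusted p under 0.05. Adjusted over the list alone, the numbers were 0, 0, 4, 2, 2 and 4 from week 4 to week 24, for genes that the paper names as upregulated. Sptlc2, a subunit of serine palmitoyltransferase, had 2.12 ± 0.169 FPKM (SD, n = 4) in CD and 3.72 ± 0.386 FPKM (SD, n = 4) in HFD mice at week 16, a log2 fold change of 0.60 (standard error 0.089, adjusted p = 0.0040), and 0.45 (adjusted p = 0.032) at week 12. Sptlc1 changed by 0.38 (adjusted p = 0.040) at week 12, a call that held in 2 of 8 fits that each left out one mouse. Eif2ak3 changed by 0.48 (adjusted p = 0.021) at week 12 and by 0.56 (adjusted p = 0.040) at week 24, the latter past the threshold in 1 of 8 such fits. Hspa5 was higher by 1.00 at week 12 (adjusted p = 0.22) and by 0.72 at week 24 (adjusted p = 0.13), and Ern1 fell by 0.33 at week 8 (adjusted p = 0.17) before a change of 0.36 (adjusted p = 0.24) at week 24. Prkce and Ikbkb rose by at most 0.20 and 0.19, and the largest change of Ppp2ca was 0.26 (adjusted p = 0.065) at week 12, which became an adjusted p of 0.041 with all 12 groups in one fit. That fit also had Sptlc1 and Eif2ak3 past the threshold at week 16 (adjusted p = 0.037 and 0.047) and Sptlc2 at week 20 (adjusted p = 0.00089). As a set, all 8 genes were higher in HFD mice at each of weeks 12, 16, 20 and 24, with a mean change of 0.32 at week 24 (adjusted p = 0.0051 by camera and 0.012 by fry).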

Pathways of lipid-induced insulin resistance (PKCε (*Prkce*) and PP2A (*Sptlc1/2* and *Ppp2ca*)), intracellular inflammatory signaling (TLR4 (*Tlr4*) and IKK (*Ikbkb*)), and unfolded protein response (IRE1α (*Ern1*), BiP (*Hspa5*) and PERK (*Eif2ak3*)) were significantly upregulated in HFD mice.

Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment (Figures 5A and 5B) and IPA (Figures 5C and 5D) were carried out in each tissue to demonstrate top overrepresented canonical pathways sorted by p value annotating for DEGs. 

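The KEGG pathways of cell cycle and oocyte meiosis in islets were examined in each week by their mean log2 fold change and by the overlap with DEGs. At week 4, the mean change of the cell cycle genes was -0.09, with 34 genes higher and 80 lower in HFD mice (adjusted p = 0.18 by camera with a preset correlation between genes, and 0.43 by fry, a rotation test). At week 8 it was -0.13 (adjusted p = 0.068 by camera and 0.014 by fry). Oocyte meiosis genes changed by -0.07 on average at week 4 (adjusted p = 0.40 by camera). No gene of either pathway was a DEG at week 4 or week 8, but the islet DEGs of these weeks numbered only 0 and 11. With the correlation between genes estimated from the data, no set passed the threshold in any week of either tissue. A set that passed camera is therefore given with its value by fry in most cases. Of 18 proliferation genes, 4 could be tested at week 4, all lower in HFD mice, with a mean change of -0.86 (adjusted p = 0.0092 by camera and 0.33 by fry). Among them, Top2a changed by -1.23 (adjusted p = 0.67). In the authors' deposited comparison, 13 of 152 cell cycle genes pass their thresholds at week 4, 0 of them higher in HFD mice, and 15 of 148 oocyte meiosis genes, 3 of them higher.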

In islets, the early perturbations were characterized by upregulation of cell replication pathways (cell cycle and oocyte meiosis in KEGG; cell cycle: G2/M DNA damage checkpoint regulation in IPA; marked in red), which was coincident with the assessment of proliferative antigens in histological staining. 

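In islets at week 4, 33 of 49 genes of the KEGG pathway glycolysis/gluconeogenesis were higher in HFD mice, with a mean log2 fold change of 0.03 (adjusted p = 0.0044 by camera and 0.61 by fry). The mean change was -0.04 at week 8, 0.07 at week 12, 0.03 at week 16, 0.00 at week 20 and 0.14 at week 24, where 41 of 52 genes were higher (adjusted p = 0.43 by camera). For oxidative phosphorylation, 97 of 122 genes were higher at week 4, with a mean change of 0.07 (adjusted p = 9.6e-14 by camera and 0.21 by fry). At week 12, 109 of 120 were higher, by 0.15 on average (adjusted p = 1.1e-11 by camera and 0.060 by fry). The mean change of this pathway was -0.09 at week 8, 0.05 at week 16 and 0.08 at week 20. At week 24 it passed fry (adjusted p = 0.032) and not camera (adjusted p = 0.24). In the authors' deposited comparison at week 4, 14 of 72 glycolysis/gluconeogenesis genes pass their thresholds, 8 higher and 6 lower in HFD mice.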

Another notable feature is the gradual upregulation in glycolysis/gluconeogenesis (marked in red) since week 4 on HFD, probably suggesting that defect in oxidative phosphorylation would lead to the anaerobic metabolism being dominant in producing energy. During week 16–24, signaling pathways associated with adaptive immune responses were significantly enriched in islets (T cell receptor signaling pathway, Th1 and Th2 cell differentiation, and Th17 cell differentiation in KEGG; B cell development, and altered T cell and B cell signaling in rheumatoid arthritis in IPA; marked in red and listed in Table S1). It is also noticeable that some enriched pathways in liver were correlated with islet function and diabetic progression, such as insulin secretion, type I and type II diabetes, maturity onset diabetes of the young, and AGE-RAGE signaling pathway in diabetic complications (marked in red).

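Among the islet DEGs of weeks 16 and 24, no gene set of T cell receptor signaling or of Th1, Th2 or Th17 cell differentiation was enriched by a one-sided Fisher's exact test against the tested genes with a KEGG pathway. Of the authors' own calls in islets, 301 of 1961 at week 16 and 243 of 1813 at week 24 were tested here. The test cannot decide on pathway genes under the filter. The pathways that passed were starch and sucrose metabolism (6 of 27 genes, 0 higher in HFD mice, adjusted p = 0.00015) and carbohydrate digestion and absorption (6 of 30, adjusted p = 0.00015) at week 16, malaria (5 of 21, all 5 higher, adjusted p = 9e-05) and African trypanosomiasis (4 of 19, adjusted p = 0.0013) at week 20, and 0 of 333 pathways at week 24, where 4 had an unadjusted p under 0.05. All 23 acinar genes, Amy1 and Amy2a5 among them, were lower in HFD mice at week 16, with a mean change of -1.63. Less exocrine tissue in the preparations is thus a candidate explanation for the pathways of that week. The hemoglobin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt, named after the calls were seen, were islet DEGs in 1 week each. Blood in the preparations was not tested as a source of the pathways of week 20. As sets, T cell receptor signaling genes changed by 0.00 on average at week 16 and by 0.08 at week 24 (adjusted p = 0.98 by camera), Th1 and Th2 cell differentiation genes by -0.05 at week 16 (adjusted p = 0.61) and Th17 cell differentiation genes by 0.08 at week 24. The change of the Th1 and Th2 set at week 16 was 0.12 with insulin left out of the library total, where the median of all genes moved from 0.01 to 0.19. In the authors' deposited comparisons, 24 T cell receptor signaling genes pass at week 24, 23 of 99 Th1 and Th2 cell differentiation genes at week 16, and 19 and 20 Th17 cell differentiation genes at weeks 16 and 24. Of these, 0, 0, 1 and 0 were higher in HFD mice.

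Table S1 lists 45 immune genes, of which 6 to 8 per week reached the filter in islets. At weeks 16, 20 and 24, 5 of 6, 1 of 7 and 5 of 7 were lower in HFD mice, and 0, 1 and 0 had an adjusted p under 0.05. Adjusted over the list alone, the numbers were 2, 1 and 1, all lower, and since the study chose the list on these libraries they are not independent evidence. Lists of 10 B cell genes and 11 T cell genes, written before the data were examined, were scored by their mean log2(FPKM + 1) in each library. The B cell score differed between HFD and CD mice by -0.54 (exact permutation p = 0.143) at week 16, by -0.31 (exact permutation p = 0.200) at week 20 and by -0.97 (exact permutation p = 0.0571) at week 24. For the T cell score the differences were -0.16 (exact permutation p = 0.143), -0.10 (exact permutation p = 0.486) and -0.44 (exact permutation p = 0.143). All these tests were two-sided. Over the 24 islet libraries of these weeks, with the mean of each group subtracted, the B cell score varied with the mean of 5 genes of lymph node stroma (Pearson r 0.78, permutation p = 0.043, adjusted p = 0.065, and Spearman rho 0.58, permutation p = 0.049) and r was 0.72 without CD407 and CD606.

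**Figure D5:**
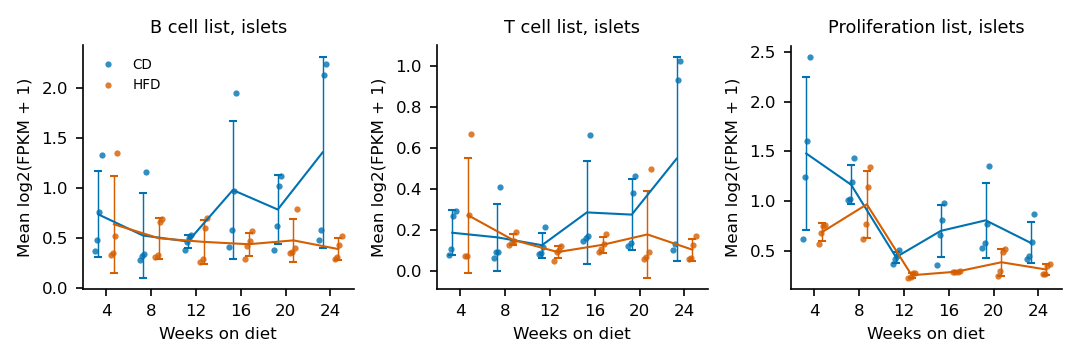
Mean log2(FPKM + 1) of the B cell, T cell and proliferation gene lists in each islet library by week and diet, with lines through the group means and bars for the SD (n = 4). Single libraries, such as CD203 at week 8, stand far above the others of their group.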

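Insulin secretion, type I and type II diabetes mellitus, maturity onset diabetes of the young and AGE-RAGE signaling were not enriched among the liver DEGs of any week. At week 8, 15 KEGG pathways were, with Retinol metabolism (15 of 74 genes, adjusted p = 5.6e-11) and PPAR signaling pathway (12 of 79, 11 higher in HFD mice, adjusted p = 3.1e-07) first. At week 20, Steroid hormone biosynthesis (9 of 70, 1 higher, adjusted p = 0.00019) was among 6 pathways, and at week 16 phagosome (8 of 129, all 8 higher) was among 7. At weeks 4 and 24, 0 pathways passed, and 2 and 12 had an unadjusted p under 0.05. As sets, AGE-RAGE signaling genes changed by 0.30 on average at week 16 (adjusted p = 0.027 by camera and 0.033 by fry) and by 0.32 at week 20 (adjusted p = 0.0019 and 0.14). At week 24 they changed by 0.19, for which the value by camera alone is given (adjusted p = 0.044). At week 16, the mean change was -0.10 for insulin secretion (adjusted p = 0.44 by camera), -0.46 for maturity onset diabetes of the young (adjusted p = 0.29), 0.01 for type I diabetes and -0.16 for type II diabetes. At week 24, type II diabetes genes changed by 0.14 and passed fry alone (adjusted p = 0.026). The authors' deposited comparisons have 21 of 68 type I diabetes genes past their thresholds in liver at week 16, 13 of them higher, and at week 12 they have 12 of 29 genes of maturity onset diabetes of the young, 3 of them higher, and 14 of 48 type II diabetes genes, 5 of them higher.

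Ins1 and Ins2, which belong to the pathways of insulin secretion and diabetes, reached measurable levels in some liver libraries. In 27 of the 48 liver libraries Ins2 exceeded 1 FPKM. The sum of Ins1 and Ins2 was 3541 FPKM in the liver of mouse CD306 at week 12, where the other 3 CD mice had 0 to 356 FPKM, and 2408 FPKM in that of CD407 at week 16, where the others had 109 to 183 FPKM. At week 24, mouse HFD617 had 388 FPKM and the other 3 HFD mice 6.44 to 17.0 FPKM.

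**Figure D6:**
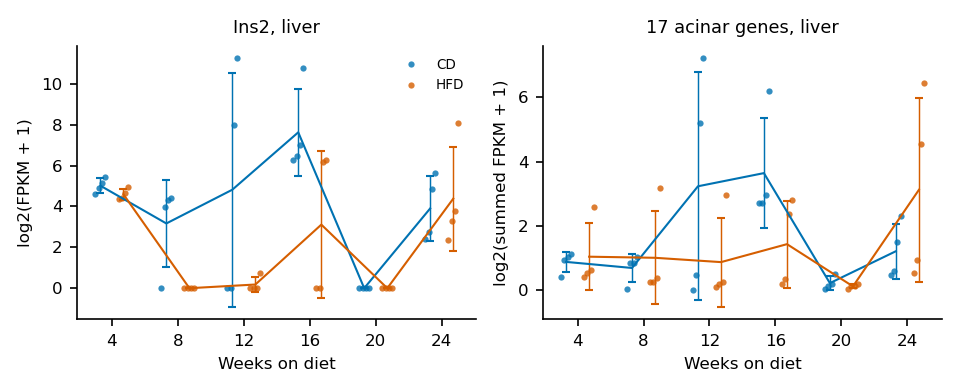
Points give log2(FPKM + 1) of Ins2 and of the summed FPKM of 17 acinar genes in each liver library by week and diet, with lines through the group means and bars for the SD (n = 4). Ins2 exceeds 1 FPKM in 27 of 48 liver libraries, in mice of both diets.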

**Figure 5:**
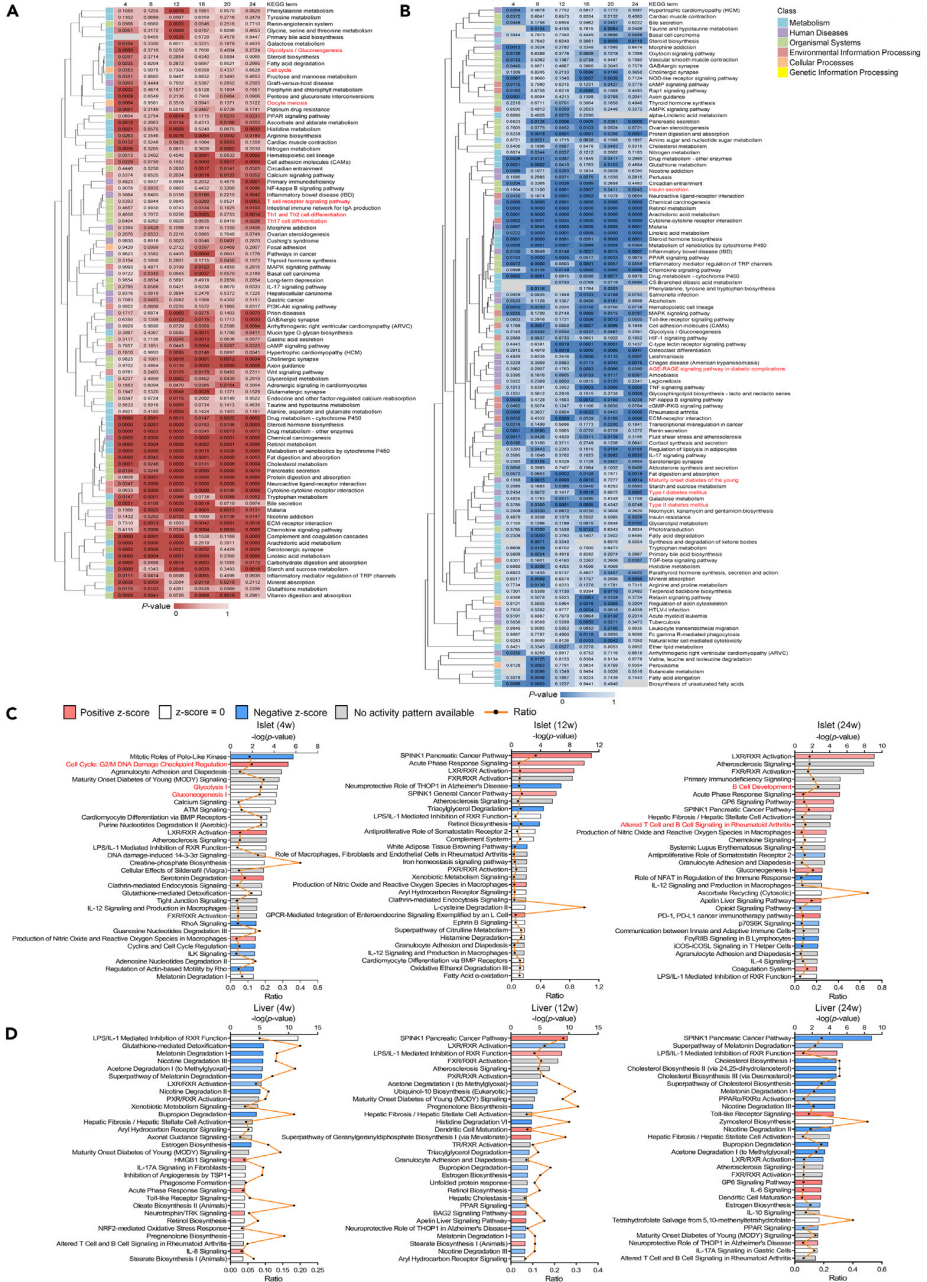
Temporal pathway enrichment analyses of DEGs (A and B) Clustered heatmaps of islets (A) and liver (B) showing KEGG pathway enrichment analyses of DEGs across six time points. The top 40 enriched KEGG pathways ordered in a decreasing level of significance (p value, Fisher's exact test) were first identified in islets and liver at each time point. We then took the union of six time points and clustered by columns using average linkage method. The intensity of color represents p value. (C and D) IPA of islets (C) and liver (D) presenting the top 30 canonical pathways (y axis) modulated by DEGs at week 4, 12, and 24 of diet. These IPA pathways were sorted by the significance of association between dataset and canonical pathway (log of p value, Fisher's exact test, top x axis). The ratios of genes that map to each canonical pathway (bottom x axis) were also presented. See also Figure S7 and Table S1.

### Weight gene co-expression network analyses presenting trait-correlated modules

WGCNA algorithm was used in islets and liver to define trends in gene co-expression and look for a consensus network of genes that were correlated in all conditions. In total, we detected 42 co-expression modules in islets and 65 co-expression modules in liver (Table S2). To identify gene clusters associated with traits of islet and liver function together with other metabolic characteristics (weight, energy intake, fasting glucose, fasting insulin, and other derivative parameters from IPGTT and ITT, alanine aminotransferase (ALT), aspartate aminotransferase (AST), alkaline phosphatase (ALP), albumin (ALB), T-CHO, HDL-C, LDL-C, and triglyceride (TG), listed in Table S3), we used linear regression models treating the module eigengenes (MEs) as dependent variables and the traits as independent variables. The individual metabolic profile was retrieved from the same mice subjected to RNA sequencing. Those module-traits relationships were further used to select biologically meaningful modules for downstream analyses.

In total, eight islet modules were found to have a significant correlation with any one of the insulin secretion parameters calculated from IPGTT experiments. Genes from these modules were pooled and further analyzed by KEGG as shown in the top 30 annotated pathways. We observed enrichment of proliferative genes (*Cdc20*, *Bub1*, *Ccna2*, *Ccnb2*, and *Cdk1*) in salmon module and energy-metabolism-related genes (*Atp5c1*, *Ndufs4*, *Cox5b*, *Cox7b*, and *Ppa2*) in lightcyan1 and darkgrey modules (Figure S7A). 

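Of the 5 proliferative genes, Cdc20 and Ccna2 reached the filter in islets at week 4. Cdc20 had 3.90 ± 3.38 FPKM (SD, n = 4) in CD and 1.10 ± 0.380 FPKM (SD, n = 4) in HFD mice, a log2 fold change of -0.98 (standard error 0.47, adjusted p = 0.69), and Ccna2 changed by -0.90 (adjusted p = 0.69). The other 3 stayed under the filter in that week, Bub1 with 0.547 ± 0.501 FPKM in CD and 0.140 ± 0.0753 FPKM in HFD mice, Ccnb2 with 2.45 ± 2.31 FPKM in CD and 0.517 ± 0.187 FPKM in HFD mice and Cdk1 with 2.01 ± 1.78 FPKM in CD and 0.460 ± 0.129 FPKM in HFD mice. The mean FPKM of each of the 5 genes was lower in HFD than in CD mice in all 6 weeks. At week 8, where Cdc20, Ccna2, Ccnb2 and Cdk1 were tested, their changes lay between -0.13 and -0.37, with a smallest adjusted p of 0.12 for Ccna2. The 5 genes of energy metabolism were all higher in HFD mice on average at week 12, with log2 fold changes of 0.14 for Atp5c1, 0.17 for Ndufs4, 0.20 for Cox5b, 0.30 for Cox7b and 0.13 for Ppa2. Cox7b had the smallest adjusted p, 0.055. It passed the threshold with insulin left out of the islet library total, with a change of 0.59 (adjusted p = 0.0013), as did Atp5c1, with 0.43 (adjusted p = 0.011). Leaving insulin out raises every other gene of that week alike. Of these 10 genes, 0 passed over all genes in any week, with 1 to 2 at an unadjusted p under 0.05 per week apart from week 16 with 0. Adjusted over the list alone, 1 passed at week 4 and 1 at week 12, for genes that the study chose on these libraries.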

Notably, patterns of liver module expression across various traits exhibited strong and negative correlation with islet function, which might be attributed to liver as a crucial organ regulating systemic metabolism and glucose homeostasis. In liver, modules of interest were defined as those significantly correlated with more than five insulin secretion parameters. 

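Junb, Jun, Fos and Vav1 were expressed above the filter in liver, at least in week 20, while Pik3cd, Ccdc88b, Tlr6, Ccl3, Ticam2, Cd22 and Blnk stayed under it in every week. At week 20, Jun had 8.94 ± 4.30 FPKM (SD, n = 4) in CD and 65.6 ± 47.5 FPKM (SD, n = 4) in HFD mice, a log2 fold change of 2.54 (standard error 0.64, adjusted p = 0.095). In the same week Fos changed by 2.78 (adjusted p = 0.18), Junb by 1.24 (adjusted p = 0.094) and Vav1 by 0.54 (adjusted p = 0.11). Over all genes, 0 of these 11 passed the threshold in any week. Adjusted over the list alone, all 4 genes tested at week 20 passed, all higher in HFD mice, and 0 in the other weeks, for a list that the study took from these libraries. As a set, their mean change at week 20 was 1.78 (adjusted p = 0.0027 by camera and 0.061 by fry). Jun, Fos and Junb belong to the immediate early genes, which varied between mice of one group, as the SDs of Jun show. Without the filter at week 16, Ccl3 was higher by 0.47 (adjusted p = 0.044) and Tlr6 by 0.18 (adjusted p = 0.022). Their means there were 0.0375 ± 0.0250 and 0.453 ± 0.272 FPKM for Ccl3 and 0.113 ± 0.0171 and 0.265 ± 0.0545 FPKM for Tlr6.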

Among the 26 modules of interest, KEGG pathway enrichment suggested that brown and blue modules were evidently related to immune and inflammatory responses, including TNF signaling pathway (*Junb*, *Pik3cd* and *Ccdc88b*), toll-like receptor signaling pathway (*Tlr6*, *Ccl3* and *Ticam2*), T cell receptor signaling pathway, and B cell receptor signaling pathway (*Jun*, *Fos*, *Cd22*, *Blnk* and *Vav1*) (Figure S7B).

### Proliferative and immune response signaling pathways underlying the crosstalk between islets and liver

Following the single-tissue, single-platform analyses of individual dataset, we considered the inter-tissue, multi-platform analyses using WGCNA and IPA by combining the islet and liver transcriptomic data together. To evaluate co-ordinated molecular interactions by identifying genes of islets and liver that were highly correlated, we generated a massive matrix of cross-tissue Pearson correlation coefficients for each gene of the islet modules to each gene of the liver modules in WGCNA. By taking the gene connectivity (membership) within its own module into consideration, combined correlation coefficients for each pair of islet and liver modules were calculated. In order to search for potential molecules underlying the inter-tissue communication contributing to islet dysfunction, we further looked into pairs of biologically meaningful modules, including 8 islets and 26 liver modules that were in association with insulin secretion traits. Among 208 (8 × 26) pairs, 8 pairs were identified with Pearson coefficient >0.4 and 17 pairs showed coefficient >0.35 and ≤0.4 (Figure 6A). We also detected “key genes” within a given module by calculating the gene's correlation to a partner module. 

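The key genes of Table S4 were used to relate the tissues of the same mouse, since the modules as a whole rest on the authors' WGCNA. For each mouse, the score of a module was the mean of its key genes' log2(FPKM + 1), standardised over mice. Islet module black, with 28 key genes, was compared with the liver modules steelblue (8 key genes), brown (9), orange (4) and yellowgreen (2), and islet module lightcyan1 (4) with liver orange, which makes 5 relations. The mean of each diet and week was subtracted first, so that a shared response to diet or age adds nothing, and labels of mice were permuted 1e+05 times within these 12 groups. Over the 48 mice, black and steelblue had Pearson r 0.11 (permutation p = 0.63), Spearman rho 0.18 (permutation p = 0.29). Black and brown had r 0.13 (permutation p = 0.69) and rho 0.02 (permutation p = 0.92). For black and orange, r was -0.12 (permutation p = 0.47) and rho -0.01 (permutation p = 0.97), and for black and yellowgreen 0.13 (permutation p = 0.67) and 0.08 (permutation p = 0.66). Lightcyan1 and orange had r -0.02 (permutation p = 0.92) and rho -0.08 (permutation p = 0.64). The Benjamini-Hochberg adjusted p of Pearson's r was 0.86 for the 4 relations of black and 0.92 for lightcyan1. Without the 2 mice farthest from the median of the islet score, r was 0.09, -0.16, -0.01 and 0.00 for black, where HFD511 and HFD517 were left out, and -0.15 for lightcyan1, without HFD114 and HFD511.

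Without the subtraction of group means, so that the change over the weeks counts, r within the 24 CD mice was 0.53, 0.55, -0.47 and 0.66 for black and 0.57 for lightcyan1. Within the 24 HFD mice it was 0.76, 0.74, -0.69 and 0.74, and 0.65. Permutation p-values of these 10 values lay between 2.0e-05 and 0.021. With the group means subtracted, the relation of black and steelblue was 0.58 in CD mice (permutation p = 0.0031) and -0.04 in HFD mice (permutation p = 0.89). Black and orange had 0.35 in CD (permutation p = 0.12) and -0.46 in HFD mice (permutation p = 0.066), and lightcyan1 and orange -0.31 (permutation p = 0.14) and 0.34 (permutation p = 0.15), so values of opposite sign enter the r of all 48 mice. The differences between the diets were not tested. The key genes were selected by the study for their correlation in these same mice.

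**Figure D7:**
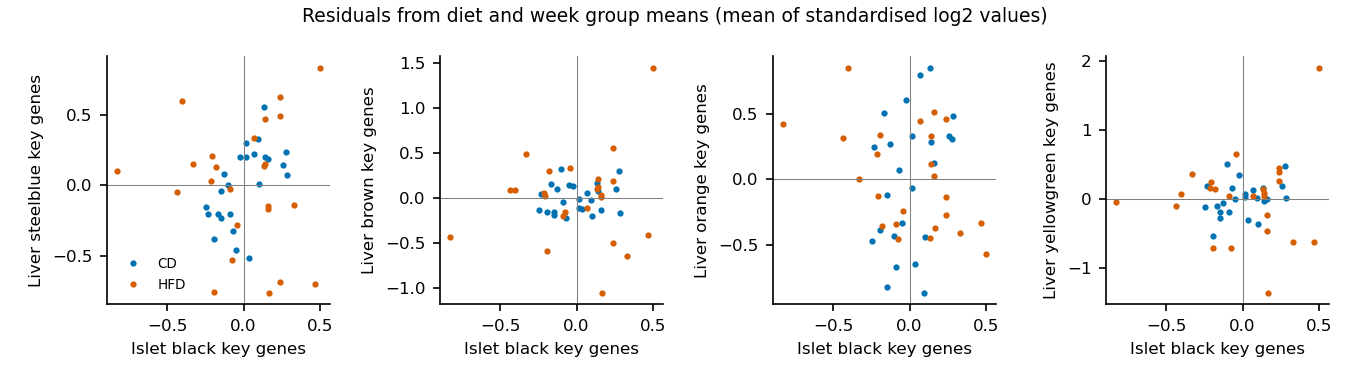
Score of the islet black key genes against the score of the liver key genes of 4 modules in the same 48 mice, each with the mean of its diet and week subtracted. Points are mice, scores are means of standardised log2(FPKM + 1), and the islet scores of HFD511 and HFD517 lie farthest from 0.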

Within 8 pairs of islet and liver modules (Pearson coefficient >0.4), 34 islet and 25 liver “key genes” (Table S4) in total that were highly representative of their own modules (membership >0.9) and highly correlated to a counterpart partner module (correlation>0.5) were found (examples of correlation between 4 pairs of modules as shown in Figure 6B). In islets, 23 “key genes” were differentially expressed between HFD and CD, which included genes encoding immune-related molecules (*Cxcr4* and *Fosb*) and transcription factors (*Egr1*). 

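Of the 34 islet key genes, 12 were DEGs in at least 1 week, namely Cxcr4, Crmp1, Pcp4, Smoc1, Cpne4, Slc35f4, Lin7a, Lmo1, P3h2, Vstm2a, Rapgef5 and Kcns3. Without the minimum fold change, 29 passed the adjusted p-value in at least 1 week, and with a pseudocount of 0.1 the DEGs among them were 20. At week 24 all 32 key genes tested were higher in HFD mice, with a mean log2 fold change of 0.95, and 29 of them passed the adjusted p-value both over all genes and adjusted over the list alone. At weeks 4, 8, 12, 16 and 20 the numbers were 0, 3, 12, 23 and 17 over all genes and 0, 7, 17, 25 and 23 adjusted over the list alone, and week 4 had 3 genes at an unadjusted p under 0.05. Since the study chose the key genes on these libraries, this is not independent evidence.

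Cxcr4 (Entrez gene 12767, chromosome 1, from 128588199 to 128592311) encodes a chemokine receptor and had 3.85 ± 1.60 FPKM (SD, n = 4) in CD and 10.3 ± 2.86 FPKM (SD, n = 4) in HFD mice in islets at week 24, a log2 fold change of 1.25 (standard error 0.28, adjusted p = 0.042). That call held in 1 of the 8 fits that left out one mouse each and rose to an adjusted p of 0.10 without HFD616. At week 12 its change was 0.94 (adjusted p = 1.1e-05), past the threshold in all 8 such fits, at week 16 1.08 (adjusted p = 0.0048) and at week 20 1.15 (adjusted p = 0.016). Fosb and Egr1 are immediate early genes. Fosb was tested at weeks 4 and 20, where it changed by -0.44 (adjusted p = 0.81) and -0.27 (adjusted p = 0.82). Egr1 had 11.9 ± 5.91 FPKM in CD and 4.60 ± 2.29 FPKM in HFD mice at week 12, a change of -1.13 (adjusted p = 0.35), and its change was 0.12 (adjusted p = 0.89) at week 24.

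**Figure D8:**
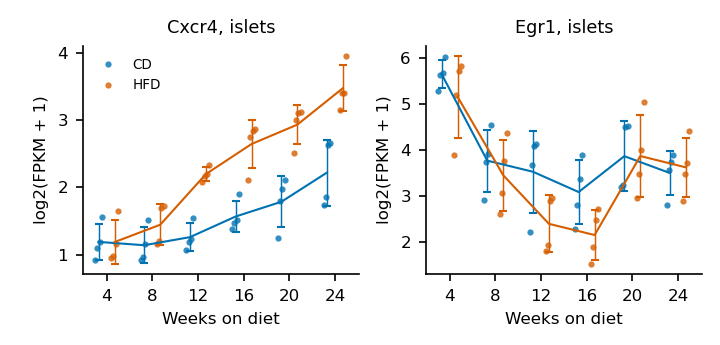
Points give log2(FPKM + 1) of Cxcr4 and Egr1 in each islet library by week and diet, with lines through the group means and bars for the SD (n = 4). Cxcr4 is higher in HFD mice from week 12 on, and Egr1 varies widely within each group.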

Early growth response 1 (EGR-1) was found to attenuate palmitic-acid-induced ER stress and apoptosis in β-cells (Cheong et al., 2015). 

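Of the 25 liver key genes, 8 were DEGs in at least 1 week, namely Hexa, Kctd17, Uap1l1, Capg, Col4a1, Lpl, Haus8 and Cd63, and 16 passed the adjusted p-value in at least 1 week. With a pseudocount of 0.1 and no filter on low FPKM, 17 were DEGs. At weeks 16 and 24, 17 of 20 and 20 of 21 tested key genes were higher in HFD mice, with a mean log2 fold change of 0.79 and 0.64. From week 4 to week 24, 0, 6, 11, 15, 9 and 5 passed over all genes, and 0, 11, 15, 16, 15 and 16 adjusted over the list alone, which is not independent evidence for a list taken from these libraries. At week 4, 1 key gene had an unadjusted p under 0.05. Uap1l1 was a DEG in 5 weeks and had 3.04 ± 1.28 FPKM (SD, n = 4) in CD and 17.2 ± 7.83 FPKM (SD, n = 4) in HFD mice at week 20, a log2 fold change of 2.13 (standard error 0.31, adjusted p = 0.014).

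Cx3cr1 encodes the fractalkine receptor and stayed under the filter in liver in every week. Its group means were 0.0950 to 0.260 FPKM in CD and 0.207 to 1.25 FPKM in HFD mice. At week 24 it had 0.230 ± 0.0469 FPKM in CD and 0.915 ± 0.276 FPKM in HFD mice. Without the filter the log2 fold change there was 0.63 (adjusted p = 0.048), and with a pseudocount of 0.1 as well it was 1.59 (adjusted p = 0.021).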

Among 17 differentially expressed “key genes” in liver, it is noticeable that C-X3-C motif chemokine receptor 1 (CX3CR1) is upregulated. Elevation of CXCR1 expression was also reported in liver following ischemia-reperfusion injury, mediating hepatic inflammation (Clarke et al., 2011). Interestingly, a recent study has demonstrated that C-X3-C motif chemokine ligand 1 (CXCL1), the specific ligand for CXCR1, can be produced and secreted from human islets, most likely from α-cells (Rutti et al., 2014). These might suggest a possible role of CX3CL1-CX3CR1 in liver-islet crosstalk.

**Figure 6:**
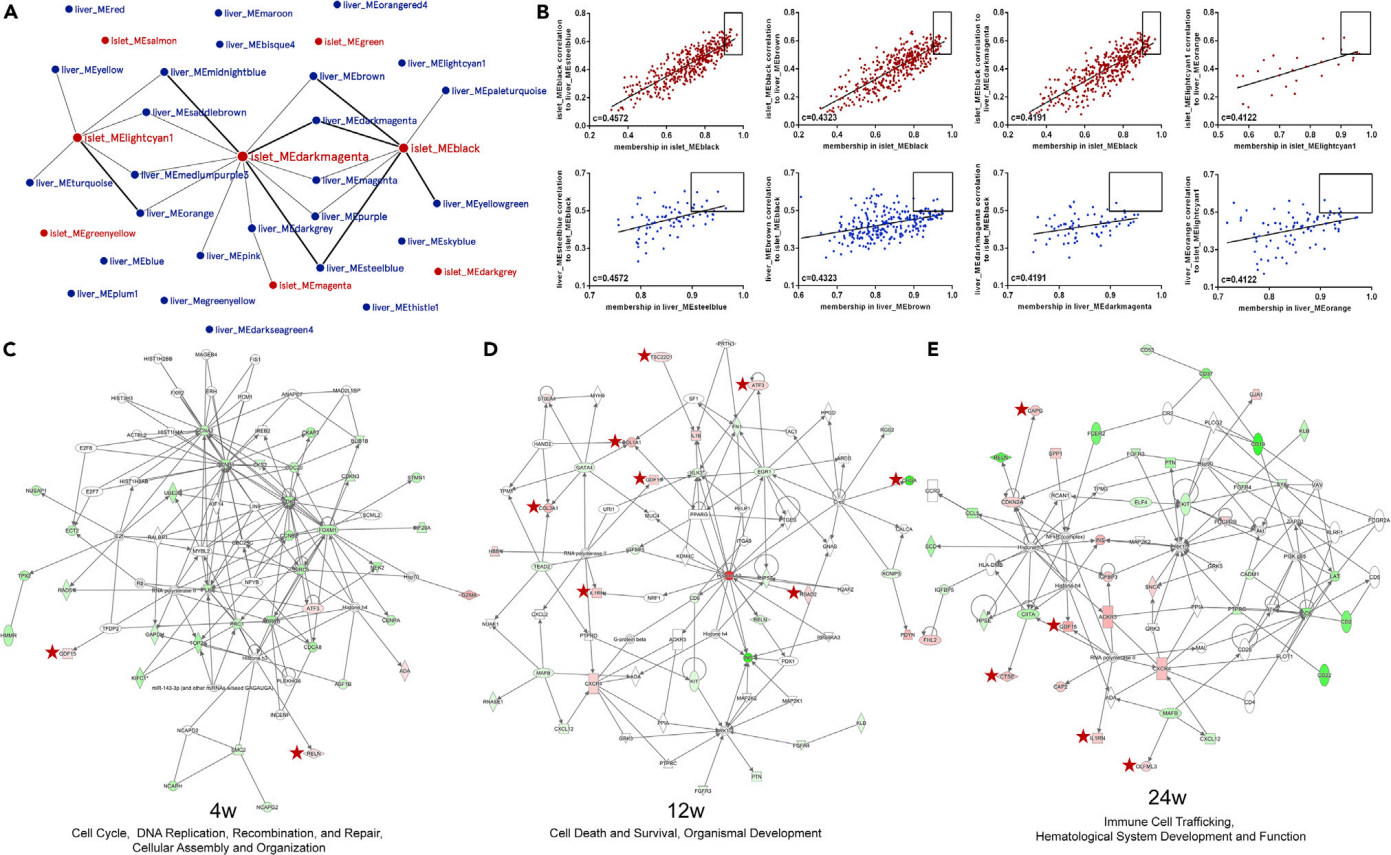
Key genes and signaling pathways involved in the crosstalk between islets and liver (A) Network of trait-correlated islet and liver modules. In total, 8 islet (red circles) and 26 liver (blue circles) modules were defined as associated with insulin secretion traits. Among these 208 (8 × 26) pairs, 8 pairs of highly correlated modules were identified with Pearson coefficient >0.4 (linked with thick lines) and 17 pairs showed coefficient >0.35 and ≤0.4 (linked with thin lines). (B) Examples of key gene identification between two highly related trait-correlated islet and liver modules (Pearson coefficient >0.4). Each dot represents one gene and “key genes” (the top right of each graph) are those most correlated to a counterpart partner module (correlation >0.5) and also displayed a high module connectivity (membership >0.9). (C–E) Ingenuity network analyses using islet DEGs as the basis and sequentially adding liver DEGs encoded for proteins that can be secreted at the same time point. The most dominant networks of week 4 (C), 12 (D), and 24 (E) were depicted. The upregulated genes are in red and the downregulated are in green. The molecules marked with stars are derived from liver, and the rest are derived from islets. See also Figures S4 and S7, and Table S2, S3, S4 and S5.

To relate islet transcriptomic changes with liver perturbations, IPA was also applied for generating networks and identifying major integrative hubs. We postulated that one of the mechanisms underlying the islets-liver crosstalk might entail the direct effect of liver-derived secretome on islets. Consequently, we constructed networks for each time point by using the islet DEGs as the basis and sequentially adding the liver DEGs encoded for proteins that can be secreted. Top scored networks showed potential interactions between several genes and secreted molecules implicated in cell cycle, DNA replication, recombination and repair during week 4 (Figure 6C, liver-derived molecules marked with stars), cell death and survival, organismal development around week 12 (Figure 6D, liver-derived molecules marked with stars), and immune cell trafficking, hematological system development and function at week 24 (Figure 6E, liver-derived molecules marked with stars) (Table S5). Embedding the liver dataset allowed the identification of several interconnected molecules, including growth differentiation factor 15 (GDF15, in top scored network of week 4, 12, and 24), secreted protein acidic and rich in cysteine (SPARC, in second top scored network of week 4, data not shown), and activating transcription factor 3 (ATF3, in top scored network of week 12) as possible liver-derived candidates correlated to alternations in islet transcriptomics. 

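In liver, Gdf15 (Entrez gene 23886, chromosome 8, from 70629393 to 70632470) had 7.66 ± 8.11 FPKM (SD, n = 4) in CD and 18.2 ± 25.0 FPKM (SD, n = 4) in HFD mice at week 4, a log2 fold change of 0.81 (standard error 0.96, adjusted p = 0.71). Without mouse HFD118 the change at week 4 was -0.0071. At week 12 it was 1.90 (adjusted p = 0.29) and at week 24 1.66 (adjusted p = 0.17). Sparc at week 4 had 12.9 ± 6.27 FPKM in CD and 19.8 ± 2.76 FPKM in HFD mice, a change of 0.68 (adjusted p = 0.37). Atf3 had 1.01 ± 1.30 FPKM in CD and 2.39 ± 1.02 FPKM in HFD mice at week 12, a change of 0.88 (adjusted p = 0.18). Among 6 genes of liver-derived candidates, 3 to 5 could be tested in each week, and over all genes 0 passed at weeks 4 and 8, 1 at week 12, 2 at week 16, 2 at week 20 and 1 at week 24. Adjusted over the list alone, the numbers were 1, 0, 1, 4, 2 and 3. At an unadjusted p under 0.05 there were 2 at week 4 and 1 at week 8. From networks that join the islet DEGs with liver DEGs of secreted proteins, the paper proposes GDF15, SPARC and ATF3 as liver-derived molecules related to the changes in islets.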

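In liver, Gdf15 passed the threshold in 1 week. It had 9.10 ± 3.16 FPKM (SD, n = 4) in CD and 89.2 ± 52.4 FPKM (SD, n = 4) in HFD mice at week 20, a log2 fold change of 2.99 (standard error 0.46, adjusted p = 0.021), which held in 4 of 8 fits that left out one mouse and rose to 0.078 without CD501. Sparc had 10.0 ± 0.717 FPKM in CD and 25.5 ± 5.06 FPKM in HFD mice at week 16, with 1.25 (adjusted p = 0.00083), and changed by 1.15 (adjusted p = 0.015) at week 12. Atf3 was under the filter at week 4, with 3.75 ± 6.68 FPKM in CD and 2.87 ± 4.87 FPKM in HFD mice. It changed by 1.70 (adjusted p = 0.0016) at week 16 and by 2.06 (adjusted p = 0.046) at week 20. At week 24 it had 0.443 ± 0.0830 FPKM in CD and 2.85 ± 0.685 FPKM in HFD mice, with 1.40 (adjusted p = 0.0021). One library decided the week 12 result of Atf3, which was 1.26 (adjusted p = 0.025) without CD306.

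**Figure D9:**
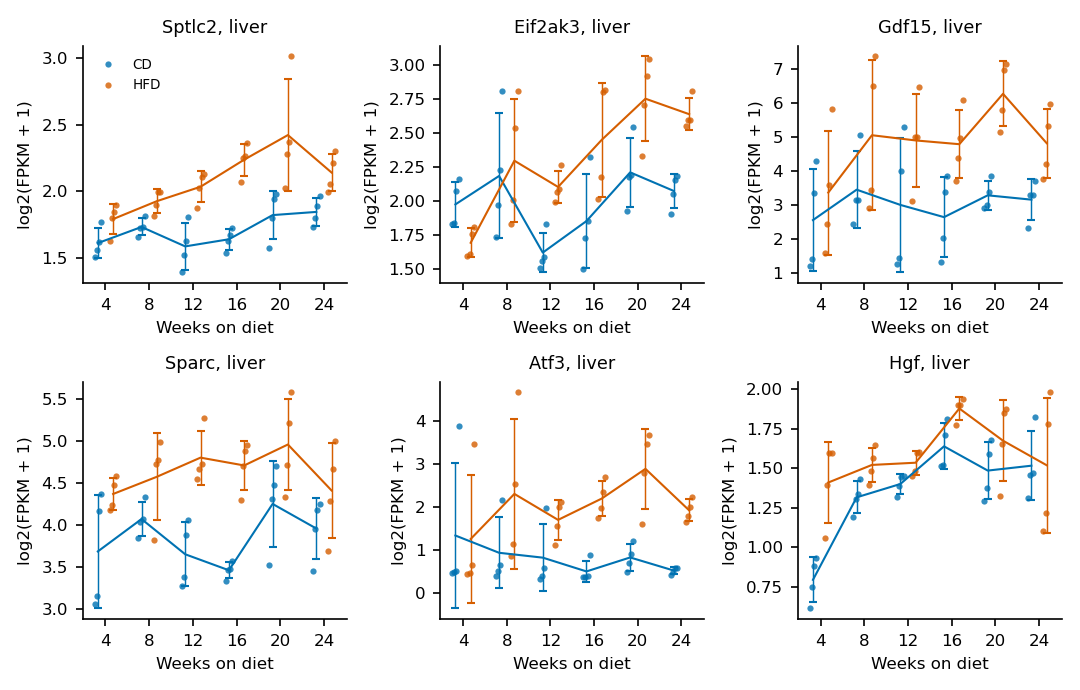
Points give log2(FPKM + 1) of Sptlc2, Eif2ak3, Gdf15, Sparc, Atf3 and Hgf in each liver library by week and diet, with lines through the group means and bars for the SD (n = 4). Gdf15 of HFD mice spreads widely at week 20, and Atf3 separates the diets at week 24.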

The upregulations of GDF15 and SPARC in liver of HFD mice are in accordance with the previous findings (Mazzolini et al., 2018; Patel et al., 2019), and the increased expressions of ATF3 at all three time points were further verified by western blotting (Figures S4C and S4D).

### The imbalance of T cell subpopulations in the development of diet-induced diabetes

The onset or progression of obesity-related diabetes can be triggered by chronic inflammation, which is speculated to be induced by high levels of fatty acids persistently activating immune system (Gregor and Hotamisligil, 2011; Odegaard and Chawla, 2013). Our WGCNA and IPA both suggested that T-cell-mediated immune responses are involved in the development of HFD-induced diabetes and underlying mechanisms of the islet-liver crosstalk. To further validate this postulation, we used flow cytometry to verify the temporal frequencies of T cell subpopulations both in spleens and draining lymph nodes during 24 weeks of feeding (Figure S4E). The proportion of splenic and lymphonodular T helper 1 (Th1) cells were markedly increased in HFD mice compared with control mice since week 8 (Figure 7A). The disequilibrium of T helper 17 (Th17) cells also exhibited similar tendency as Th1 cells with elevated frequencies (Figure 7B), whereas the percentage of T helper 2 (Th2) cells were comparable between two groups (Figure 7C). Interestingly, a significant reduction of regulatory T cells (Tregs) during the early stage of obesity progression was also found (Figure 7D), whereas no difference was detected with regard to T follicular regulatory (Tfr) cells (Figure 7E). Alternations of T cell compartment exhibited a priming stage of decrement in anti-inflammatory Tregs at week 4–8 and an amplification stage of increase in proinflammatory Th1 and Th17 cells at week 12–24. However, as shown in Figure S2D, no prominent insulitis or infiltration of CD3^+^ lymphocytes was present in HFD islets throughout the 24 weeks of diet treatment.

**Figure 7:**
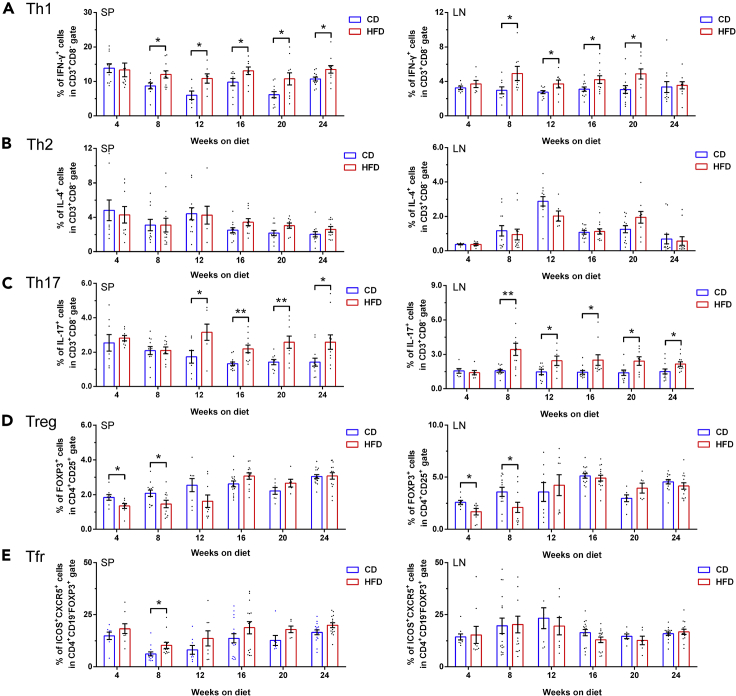
Characterization of splenic and lymphonodular T cell subpopulations during 24 weeks of feeding (A–E) The frequencies of splenic (left column of scatter dot plots) and lymphonodular (right column of scatter dot plots) CD3^+^CD8^−^IFN-γ^+^ Th1 cells (A), CD3^+^CD8^−^IL-4^+^ Th2 cells (B), CD3^+^CD8^−^IL-17^+^ Th17 cells (C), CD4^+^CD25^+^FOXP3^+^ Tregs (D), and CD4^+^CD19^−^FOXP3^+^ICOS^+^CXCR5^+^ Tfr cells (E) (N ≥ 7 mice/group). All data are expressed as mean ± SEM and analyzed using unpaired two-tailed t test. ∗p < 0.05, ∗∗p < 0.01. See also Figure S4.

## Discussions

Despite decades of research, the absolute timeline and primary driving event after initiation of nutritional excess are yet to be determined in diabetic rodent models. The inconsistency can be attributed to confounding factors including genetic differences among strains, sex, age of diet onset and its duration, and diet composition. In the current study, we sought to avoid these variables by using the C57BL/6N mice with extended span. C57BL/6N mice do not harbor the mutation of nicotinamide nucleotide transhydrogenase (NNT) ,which has been associated with impaired β-cell function and glucose intolerance in some studies (Aston-Mourney et al., 2007; Freeman et al., 2006; Toye et al., 2005). 

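Nnt transcripts were present in every library of both tissues, from 18.4 to 26.1 FPKM in single islet libraries and from 24.3 to 58.3 FPKM in single liver libraries. Between the diets, Nnt passed the threshold in liver at week 8, with a log2 fold change of 0.54 (adjusted p = 0.013). FPKM per gene does not show which exons were covered, so it cannot tell a full-length transcript from a shortened one.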

Although some of the changes in glucose homeostasis we described here are well in agreement with what has been well acknowledged regarding HFD mouse model, including gradually developed glucose intolerance (Winzell and Ahren, 2004), hyperinsulinemia, insulin resistance, impaired insulin secretion to PA (Peyot et al., 2010), β-cell compensation by proliferation at early stage (Roat et al., 2014; Sone and Kagawa, 2005), and changes in β-cell morphology by TEM (Gupta et al., 2017), the novelty of our study lies in (1) systematically describing the metabolic characteristics over a long period of observation to define the onset of metabolic defects during HFD; (2) combining phenotyping together with temporal transcriptomic screening to highlight the gradual molecular and functional changes in key glucose-regulating organs; and (3) involving two critical tissues in glucose metabolism, islets (responsible for hyperinsulinemia) and liver (involved in insulin resistance), to identify potential interconnected genes participating in this inter-tissue crosstalk.

We identified that mild fed hyperglycemia was maintained in HFD mice throughout 24 weeks of diet and gradually alleviated by an ordered succession of adaptive β-cell response. Around week 4, fasting hyperinsulinemia first occurred in the absence of detectable fasting glucose elevation and impaired systemic insulin sensitivity. A plausible explanation for the glucose intolerance observed at week 4 despite of hyperinsulinemia and relatively intact insulin sensitivity is probably due to disturbed pulsatile pattern of insulin secretion in HFD mice. Changes in β-cell pulsatility could impact the efficacy of secreted insulin on its targets, particularly suppressing hepatic glucose production (Matveyenko et al., 2012; Meier et al., 2005) and enhancing uptakes by peripheral tissues (Satin et al., 2015). These impacts, however, could not be detected by HI/EG clamps with constant infusion of insulin and western blot of targeted tissues following an intraperitoneal insulin injection at week 4. From week 4–16, HFD mice exhibited progressively exaggerated insulin secretion in tandem with evident hyperglycemia. Meanwhile, defective tissue-specific insulin responsiveness showed variable time course with liver and skeletal muscle developing insulin resistance from week 16, whereas adipose tissue starting from week 8. After week 12, we observed robust immune and inflammatory response both in spleen and draining lymph nodes, which could further aggravate systemic insulin resistance. Interestingly, glucose intolerance was slightly improved as indicated by glycemic levels during IPGTT conducted around week 16–24. This phenomenon might be due to a compensatory increase in β-cell mass, and the subsequent hyperinsulinemia can fully compensate or even overtake the adverse effect of insulin resistance in maintaining glucose homeostasis. A major technical problem in assessing the roles of hyperinsulinemia and insulin resistance in established obesity is that the measurement of each parameter may not be sufficiently precise and sensitive to dissect a chronological or causal sequence. Another potential issue of p-Akt and p-GSK-3α/β measuring is that insulin resistance in HFD-fed rodents could be possibly reversed by an overnight fast, which is a necessary procedure before administering a bolus of insulin (Han et al., 2009). Therefore, it would be premature to conclude that primary hyperinsulinemia initially causes insulin resistance.

Studies focusing on very early time points after the start of overfeeding could be more accurate and comprehensive to tease out the timeline. In rodent models, significant fasting hyperinsulinemia was presented around 3–4 days of HFD prior to hyperglycemia (Ben-Shlomo et al., 2012; Scherer et al., 2012; Turner et al., 2013; Waise et al., 2015) or insulin resistance (Gupta et al., 2017; Mosser et al., 2015). Some of these studies also revealed an early increase in body weight (Scherer et al., 2012; Waise et al., 2015), circulating free fatty acids (Scherer et al., 2012) and adipose tissue mass (Turner et al., 2013; Waise et al., 2015). However, systemic insulin resistance shown by a significant decrease of Akt phosphorylation in liver can only be detected after 14 days of HFD (Shiwa et al., 2015). Similar findings were also identified in human subjects that the first measurable change that occurs during overfeeding is usually an elevated fasting level of insulin concentration (Boden et al., 2015; Cahill et al., 2011; Lagerpusch et al., 2012; Wadden et al., 2012), not glucose. Nevertheless, it is still necessary to point out that both mechanisms (hyperinsulinemia leading to insulin resistance or insulin resistance triggering hyperinsulinemia) are not mutually exclusive and probably act in parallel at later stage.

Regardless of whether the trigger is overnutrition, insulin resistance, or both, the transition from adaptive β-cell response to pathological β-cell response represents a crucial step in the development of obesity-induced diabetes. We concluded the greatest enhancement in β-cell proliferation was observed at week 4 on HFD, whereas a continuous increase in β-cell area was only apparent until week 8–12. This seemingly unexpected delay also takes place in maternal islets during pregnancy (Butler et al., 2010), when highly productive β-cells have to divide and accumulate before identifiable enlargement. We also noticed, despite of the comparable proliferation rate between two diet regimens during week 12–24, a gradual growth in β-cell area was still detectable even at week 24, probably owing to the larger base of potentially proliferative β-cells in HFD mice. Combining our phenotypic characteristics together with transcriptomic datasets, we dissected the possible factors and pathways directly or indirectly involved in the β-cell stimulation facilitated by HFD. The nutrient metabolism in β-cells regulates not only insulin secretion but also cell proliferation (Moulle et al., 2017). We observed a significant upregulation of lipid-mediated proliferative signaling in islets as early as week 4 including G-protein-coupled receptor 119 (GPR119, receptor for 2-monoacylglycerol), CD36 (membrane transporter for fatty acids), long-chain acyl-CoA synthetase (ACSL), and heparin-binding epidermal growth factor (HB-EGF)-like growth factor (Zarrouki et al., 2014), which was in accordance with hyperlipidemia detected since week 4. 

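In islets at week 4, 0 of the 20 genes that the discussion names for β-cell adaptation passed the adjusted p-value, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. Gpr119 had 8.76 ± 1.34 FPKM (SD, n = 4) in CD and 9.13 ± 1.62 FPKM (SD, n = 4) in HFD mice, a log2 fold change of 0.05 (standard error 0.13, adjusted p = 0.93). Cd36 had 2.44 ± 0.496 FPKM in CD and 2.65 ± 0.656 FPKM in HFD mice, with 0.08 (adjusted p = 0.90). The acyl-CoA synthetase genes Acsl1, Acsl3, Acsl4, Acsl5 and Acsl6 changed by 0.07, 0.11, 0.12, 0.16 and -0.10, and Hbegf by -0.10 (adjusted p = 0.85). In later weeks, Cd36 was higher at week 20, with 1.80 ± 0.343 FPKM in CD and 5.18 ± 0.861 FPKM in HFD mice and a change of 1.14 (adjusted p = 0.0015), and at week 24 by 0.90 (adjusted p = 0.062), or by 1.14 (adjusted p = 1.3e-05) without mouse HFD617. Hbegf changed by 0.45 (adjusted p = 0.070) at week 12 and 0.43 (adjusted p = 0.042) at week 16, the latter past the threshold in 2 of 8 fits that left out one mouse. Acsl5 changed at week 8 by -0.28 (adjusted p = 0.034), in 2 of 8 such fits.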

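ChREBP is the product of Mlxipl. In islets, Mlxipl had 118.4 ± 17.7 FPKM (SD, n = 4) in CD and 164.5 ± 45.9 FPKM (SD, n = 4) in HFD mice at week 24, a log2 fold change of 0.44 (standard error 0.22, adjusted p = 0.28). Its change was -0.38 (adjusted p = 0.69) at week 4, -0.11 (adjusted p = 0.59) at week 8, -0.05 (adjusted p = 0.90) at week 12, 0.18 (adjusted p = 0.42) at week 16 and 0.31 (adjusted p = 0.34) at week 20. A single library decided the call at week 24. Without mouse HFD614 the change was 0.62 (adjusted p = 0.016). With insulin left out of the islet library total, Mlxipl passed at week 16, by 0.37 (adjusted p = 0.011). That setting moved the median change of all genes from 0.01 to 0.19 in that week.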

For glucose-induced β-cell proliferation, carbohydrate response element-binding protein (ChREBP) (Metukuri et al., 2012; Zhang et al., 2015) was found upregulated after week 12. Insulin is known to modulate β-cell mass expansion directly via downstream signaling of insulin receptor (IR) and indirectly via the nuclear hormone receptor peroxisome proliferator-activated receptor γ (PPARγ) (Kulkarni et al., 2012; Linnemann et al., 2014). In agreement with hyperinsulinemia in HFD mice, elevated expressions of IR, insulin receptor substrate 2 (IRS-2), phosphoinositide 3-kinase (PI3K), phosphoinositide-dependent kinase-1 (PDK1), and PPARγ were identified across 24 weeks of feeding. In addition, as a strong candidate stimulating β-cell proliferation (Alvarez-Perez et al., 2014), HGF was noticed to be highly expressed in HFD liver, and its c-Met pathway was correspondingly upregulated in HFD islets. 

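Over the 6 weeks, the log2 fold changes in islets were -0.13 to 0.31 (smallest adjusted p 0.094) for Insr, which encodes IR, and -0.08 to 0.58 (smallest adjusted p 0.21) for Irs2. Those of the PI3K genes were -0.11 to 0.16 (smallest adjusted p 0.35) for Pik3ca and -0.23 to 0.17 (smallest adjusted p 0.16) for Pik3r1. They were -0.25 to 0.12 (smallest adjusted p 0.075) for Pdpk1, which encodes phosphoinositide-dependent kinase 1, and -0.18 to 0.23 (smallest adjusted p 0.14) for Pdk1, a pyruvate dehydrogenase kinase gene. Pparg passed the threshold at week 24, with 5.66 ± 0.245 FPKM (SD, n = 4) in CD and 7.31 ± 0.962 FPKM (SD, n = 4) in HFD mice and a log2 fold change of 0.31 (standard error 0.093, adjusted p = 0.048), a call that held in 0 of 8 fits that left out one mouse. Insr changed by 0.31 (adjusted p = 0.094) at week 24 and reached an adjusted p of 0.030 with all 12 groups in one fit. With insulin left out of the islet library total, Insr, Irs2 and Pparg passed at week 16, by 0.23, 0.46 and 0.34 (adjusted p = 0.029, 0.023 and 0.0083). That setting moved the median change of all genes from 0.01 to 0.19 in that week, and the change of Insr is close to this shift.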

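In liver, Hgf had 0.740 ± 0.170 FPKM (SD, n = 4) in CD and 1.69 ± 0.445 FPKM (SD, n = 4) in HFD mice at week 4, a log2 fold change of 0.62 (standard error 0.14, adjusted p = 0.14), which reached an adjusted p of 0.025 with all 12 groups in one fit. In the later weeks its change lay between 0.00 and 0.24. Met, the gene of its receptor c-Met, changed in islets by -0.14 to 0.26 over the weeks. Its largest change was that of week 24, with 2.85 ± 0.413 FPKM in CD and 3.62 ± 0.768 FPKM in HFD mice and 0.26 (adjusted p = 0.22).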

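Glp1r in islets had 114.4 ± 9.85 FPKM (SD, n = 4) in CD and 80.0 ± 14.0 FPKM (SD, n = 4) in HFD mice at week 8, a log2 fold change of -0.53 (standard error 0.12, adjusted p = 0.033), a call that held in 2 of 8 fits that left out one mouse. It was higher at week 12, by 0.27 (adjusted p = 0.18), and at week 16, by 0.28 (adjusted p = 0.21). With insulin left out of the islet library total, these changes were 0.56 (adjusted p = 0.00080) and 0.48 (adjusted p = 0.0082). The median change of all genes was then 0.26 at week 12 and 0.19 at week 16, against 0.01 in the main setting. Il6ra, which encodes the receptor of IL-6, had its smallest adjusted p at week 8, with 37.5 ± 4.92 FPKM in CD and 48.1 ± 7.21 FPKM in HFD mice and a change of 0.35 (adjusted p = 0.090). Without mouse HFD217 the adjusted p was 0.041. Across the other weeks, Il6ra changed by -0.21 to 0.13.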

Our islet transcriptome also showed the perturbations of some other molecules associated with β-cell adaptive response, such as the upregulation of glucagon-like peptide-1 receptor (GLP-1R) (Buteau, 2008) and interleukin (IL)-6 receptor (Linnemann et al., 2017).

Despite of compensation illustrated earlier, T2DM is distinctively characterized by a progressive reduction in β-cell function preceding the onset of overt disease. Our secretion data *in vitro* displayed a hypothesized temporal transition of HFD islets at three stages. Initially, enhanced β-cell function compensated insulin resistance by higher insulin release without significant β-cell mass increase. During the second stage, β-cell hyposensitivity to glucose and PA started to appear alongside with elevated basal secretion. Adaptive β-cell response, in combination with mass expansion, contributed to the rising plasma insulin concentration. Subsequently at the third stage, insufficient β-cell function was shown by decreased basal release and defective response to stimuli despite the ongoing β-cell mass increment. This transition of β-cell dysfunction was also validated by alternations in β-cell calcium dynamics (Chen et al., 2016), as proposed by many other studies (reviewed in (Hudish et al., 2019)). However, we also note that these diet-induced mice models for diabetes cannot fully simulate human T2DM of which its pathogenesis is partially attributable to the progressive loss of β-cell mass (Butler et al., 2003; Kloppel et al., 1985; Rahier et al., 2008; Sakuraba et al., 2002; Yoon et al., 2003).

It has long been appreciated that activation of innate immune system contributes to β-cell dysfunction and destruction in T2DM, showing signs of sterile low-grade inflammation process in the pancreatic islets (Donath et al., 2013; Donath and Shoelson, 2011). A recent study unveiled that toll-like receptors TLR2 and TLR4 in islets may integrate inflammatory signals in diet-induced obesity to attenuate adaptive changes that govern β-cell replication (Ji et al., 2019). Our pathway enrichment analyses of islets not only demonstrated a tight interplay between glucose metabolism and innate immune response but also raised the intriguing possibility that T-cell-mediated immunity plays a role at later stage of HFD. As further validated by flow cytometry, alternations of T cell compartment exhibited a priming stage of decrement in anti-inflammatory Tregs at week 4–8 and an amplification stage of increase in proinflammatory Th1 and Th17 cells at week 12–24. However, these findings do not indicate the development of type 1 diabetes mellitus (T1DM), which results from T-cell-mediated autoimmune destruction of β-cells (Roep, 2003) in HFD model. A large amount of evidence has suggested a similar imbalance in T cell differentiation with a polarity shift toward Th1 and Th17 cells in obese T2DM patients (Sell et al., 2012; Touch et al., 2017; Zhou et al., 2018). It was also shown that the percentage of Tregs was decreased in peripheral blood of T2DM patients, especially in newly diagnosed diabetics (Jagannathan-Bogdan et al., 2011; Yuan et al., 2018).

Notably, significant insulitis or extensive infiltration of CD3^+^ T cells as previously described in HFD islets by Omar et al. (Omar et al., 2013) was not identified in our model. This inconsistency can be due to the differences in the age of diet onset and duration of diet treatment. Omar et al. observed clear pancreatic inflammation in 10-month-old mice fed chronically with HFD (duration of 11 months) (insulitis evaluation at 21 months old), which echoed the initial discovery by Hayashi et al. that autoimmune lesions of islets were evident in mice older than 12 months (Hayashi et al., 1989). Nevertheless, our results are in agreement with another study with shorter duration conducted earlier by the same group (Ahren et al., 2010), which Omar et al. described in the latter study that no similar inflammatory pathology was shown (Omar et al., 2013). Thus, it is possible that inflammation and lymphocytes infiltration in islets of HFD mice is age dependent and more likely to happen in older animals. Similarly, in human T2DM islets, number of CD3^+^ T cells was not significantly different from that in islets of non-diabetic donors (Butcher et al., 2014; Ehses et al., 2007). It remains unclear how adaptive immune response induced by nutritional stress is linked with T-cell-related genes in islets without apparent increase in T cell infiltration. Considering some cytokine receptors related to T-cell-mediated immunity are differentially expressed in HFD islets as shown in Table S1, it is possible that pro-inflammatory cytokines could mediate this process distally (Xia et al., 2017). Future studies focused on alternations of T cell subpopulation in peripancreatic and intrapancreatic lymph nodes could potentially provide the missing piece of this puzzle.

Liver is an ideal candidate for crosstalk with islet β-cells considering several reasons: (1) they both have a common embryonic origin; (2) shared portal system provides a transferring path for multiple metabolites and hormones regulating complex transcriptional networks; (3) liver plays a crucial role in glucose metabolism and the development of insulin resistance during T2DM (Tilg et al., 2017). In our study, inter-tissue, multi-platform analyses combining the islet and liver transcriptomes showed that potential interactions of genes were implicated in cell cycle during week 4, organismal development around week 12, and immune cell trafficking at week 24. Besides HGF and SerpinB1 that have been already reported, we also found several genes that are noteworthy. GDF15, as an important signal in response to nutrition stress induced by long-term high-fat feeding, has been identified recently to improve insulin sensitivity (Jung et al., 2018; Lee et al., 2017) and protect against cytokine-induced β-cell apoptosis (Nakayasu et al., 2020). We observed an upregulation of *Gdf15* in liver of HFD mice throughout 24 weeks of feeding and identified it in the top scored IPA networks of all time points as an interconnected gene with islets (Figures 6C–6E). Other potential molecules such as SPARC and ATF3 might also be involved in the inter-tissue crosstalk. SPARC is a secreted extracellular matrix protein expressed in many cell types including adipocytes (Chavey et al., 2006), hepatic cells (Mazzolini et al., 2018), and pancreatic cells (Ryall et al., 2014). SPARC secreted from adipose tissue could induce ectopic lipid deposition and insulin resistance (Kos and Wilding, 2010), whereas SPARC secreted from pancreatic stellate cells mediates the communication between stromal cells and endocrine cells by regulating β-cell survival (Ryall et al., 2014). SPARC has recently been identified to modulate β-cell glucose sensing through maintaining glucose transporter 2 expression level (Atorrasagasti et al., 2019) and promote insulin secretion via downregulation of RGS4 protein (Hu et al., 2020). ATF3 is involved in glucose metabolism in a variety of organs and tissues, whereas the physiological roles of ATF3 in the pancreas present crucial variances. Lee et al. concluded that pancreas- and hypothalamus-specific ATF3 knockout mice exhibit improved glucose tolerance (Lee et al., 2013). Zmuda et al. demonstrated that ATF3 plays a beneficial role by helping β-cells to cope with higher metabolic demand in the HFD-induced diabetes (Zmuda et al., 2010). However, the roles of these potential molecules in liver linking to islet function still remain elusive.

In conclusion, our study depicts a comprehensive landscape of temporal changes in islet and liver gene expression together with metabolic characteristic in HFD mice for 24 weeks. HFD mice exhibited progressively impaired glucose homeostasis with evident hyperinsulinemia and first-phase insulin secretion defect after week 4. The diverse secretory patterns of α-, β-, and δ-cell in response to glucose and PA indicated dynamic islet function deteriorating from dysregulation to failure. HFD islet morphology showed increased abundance of β-cells whose proliferation peaked at week 4, with concomitant reduction in δ-cell and α-cell proportion. Ultrastructure of β-cell also presented decreased docked granules with deranged cristae of mitochondria. We identified impaired systemic insulin sensitivity from week 12 with variable time course in tissue-specific insulin action. Overall, these phenotypic changes are in line with previous studies of high-fat fed C57BL/6 mice. Our islet and liver RNA-sequencing datasets outlined the impact of HFD on dynamics of molecular network at different stages. Correlation analyses of islet and liver modules with metabolic phenotypes illustrated that these two tissues jointly program β-cell adaption to irreversible impairment via cell cycle during week 4, organismal development around week 12, and immune cell trafficking at week 24. WGCNA and IPA also identified several possible interconnected molecules including GDF15. Alternations of T cell subpopulations validated the participation of adaptive immune response through a priming stage of decrement in anti-inflammatory Tregs and an amplification stage of increase in proinflammatory Th1 and Th17 cells in diabetic progression. Future in-depth research of individual gene will help to discover potential diagnostic and therapeutic targets for human T2DM.

### Limitations of the study

The limitations of our study are presented as follows: (1) although the standard diet from LabDiet (5001) is broadly used as control for the 60% fat diet from Research Diets (D12492) (Hafner et al., 2019; Kamimae-Lanning et al., 2015; Licholai et al., 2018; Sun et al., 2012; Wang et al., 2016), it is still not the perfect match due to ingredient differences in protein, carbohydrate, minerals, and vitamins, which could engender confounding factors for phenotypic and transcriptomic analyses.

(2) This study is powered to document longitudinal changes but the absolute timing of these changes may differ from the previous findings due to different substrains, sex, age of diet onset, and discriminatory capacity of each parameter. (3) The potential interconnected genes deduced from WGCNA and IPA can only suggest mathematical and possible biological correlation. To verify the causality, further thorough studies of individual gene using knockout mice and pathway inhibitors will be warranted to investigate its role in obesity-related diabetes. (4) Our HI/EG was performed without continuously infused [3-^3^H] glucose due to lab radiation use restrictions. Otherwise, the tissue-specific insulin resistance would have been more accurately assessed by radioactivity even in hypothalamus (Ono, 2019). (5) Due to the limited number of mice, our transcriptomic datasets lack of validation from proteomics or secretomics. (6) Our data cannot differentiate between changes in the composition of cells with tissues and those due to altered expression of genes in an individual population of cells.

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Tao Yang ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

The transcriptomic datasets generated during this study are available at the Gene Expression Omnibus (GEO) repository under the accession number (GSE153222). All other data are available from the corresponding author upon request.

## Methods

All methods can be found in the accompanying transparent methods supplemental file.

How the deposited data were processed for this re-analysis (not part of the article)

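Islets and liver of the same 48 male mice were measured by RNA sequencing, with 4 mice on HFD and 4 on CD at each of weeks 4, 8, 12, 16, 20 and 24, which gives 96 libraries. The libraries were assigned to tissue, diet and week by the mouse identifiers of the sample labels, and each mouse has 1 islet and 1 liver library under the same identifier. The authors selected poly(A) RNA, made cDNA with random hexamers and sequenced it on a BGISEQ-500 instrument. The paper's text does not name the aligner, the program behind the expression values or a filter on genes.

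The FPKM values of each library were deposited by the authors as fragments per kilobase of transcript per M mapped (1e+06), rounded to 2 decimals, together with the mean of each group of 4. The largest gap between these means and those computed from the libraries was 0.0005 FPKM, and no scaling between libraries beyond FPKM was seen. The log2 ratios of HFD to CD in the table were computed by the authors for each tissue and week. The p-value and q-value columns hold the results of the authors' comparison by DEGseq, per the file headers. These ratios, p-values and q-values were used only where the text speaks of the authors' deposited comparisons. The table holds 21990 genes, of which 20155 have values. By Entrez gene identifier, 21823 were found in the RefSeq annotation of GRCm38, and 29 symbols were updated from it. KEGG pathways were taken from the annotation column of the table.

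Table S6 gives the depth of each library, between 60.9 M and 77.4 M clean reads, with a median of 67.8 M in islets and 67.6 M in liver. Since the table holds no read counts, the sampling error of single values could not be computed. With 2 decimals, values under 1 FPKM have at most 2 digits. Genes under the filter were not tested singly in the main setting, but their FPKM enter the group means and the scores of lists.

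The software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The FPKM of each gene were transformed to log2(FPKM + 1). The design had foreseen a count-based test for a table of counts and limma for a table without counts, and limma was used because the unit is FPKM. Within each tissue and week, the 4 HFD libraries were compared with the 4 CD libraries by limma with a mean-variance trend and robust variances. Genes with at least 1 FPKM in at least 4 of the 8 libraries were tested, and where 1 library was left out at least 3 of the 7 had to reach 1 FPKM. The p-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was counted as a DEG at an adjusted p under 0.05 with an absolute log2 fold change of at least 1. The difference between early weeks (4, 8 and 12) and late weeks (16, 20 and 24) was tested as a contrast in one limma fit of all 48 libraries of a tissue.

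Single genes are named by a rule. They are every gene that the paper's text, Figure 4F or Table S4 names, every gene of the lists below, and for each tissue the 3 highest and the 3 lowest genes by median log2 fold change among those that are DEGs in one direction in all 6 weeks, of which there were 0. Results for a few single genes that fall under this rule are not reported here. Genes named outside this rule are said to have been chosen after their values were seen.

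Gene sets were tested by camera with a preset correlation of 0.01 between genes, and again with an estimated correlation and by fry, a rotation test. Sets needed at least 3 tested genes, and adjustment was over the sets and weeks of a tissue. The sets were KEGG pathways that the paper names and lists of genes. From the paper came the genes of Figure 4F (24), Table S1 (45), the key genes of islets (34) and liver (25) in Table S4, islet transcription factors (3), genes of the islet modules (10), liver immune modules (11), liver insulin signaling (9), liver secreted proteins (6) and the discussion's islet genes (20). Lists of commonly used markers were written for acinar (23 genes), ductal (10), beta (10), alpha (6), delta (4), pancreatic polypeptide (2), endothelial (6), stromal (7), macrophage (9), B cell (10), T cell (11), lymph node stroma (5) and hepatocyte (9) transcripts, and for immediate early (12), clock (11), proliferation (18), sex-linked (5) and substrain (1) genes. The score of a list in a library is the mean log2(FPKM + 1) of its genes, and scores were compared between 4 and 4 libraries by exact two-sided permutation tests, whose smallest p is 0.0286. KEGG pathways with at least 5 tested genes were tested for enrichment among the DEGs by one-sided Fisher's exact tests, against the tested genes with a pathway. Scores of key genes in islets and liver of the same mice were compared by Pearson and Spearman correlation after the mean of each diet and week was subtracted, with permutation tests of 1e+05 resamples, and again without the 2 farthest mice.

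The test was tested on simulated data, with 200 genes changed by 1.5 on the log2 scale. Between 92.2% and 99.3% of them were counted, and data without changed genes gave 0 DEGs. The changed genes were not drawn from those of the lowest level, and the simulated noise was normal and independent between genes. These shares therefore do not hold for genes of low FPKM or smaller changes. For each comparison, all 35 splits of the 8 libraries into 4 and 4 were fitted, and for the contrast of early and late weeks 100 draws of the diet labels within weeks.

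The alternatives tried were a pseudocount of 0.1, no filter on low FPKM, both together, all 12 groups of a tissue in one fit, an adjusted p under 0.001, no minimum fold change, each library left out in turn, insulin left out of the islet library total, camera with an estimated correlation, fry, the first principal component in place of the mean score, and correlations in CD or HFD mice alone. Alternatives added after the data were seen were median ratio scaling, insulin left out for the counts, the percent of reads mapped to the genome as a covariate, correlations without the 2 farthest mice, correlations of residuals within each diet and liver scores without insulin. Alternatives that need read counts were not run.

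The libraries were checked for sex, tissue and identity. No library was left out. No pair of libraries was identical, and the library most similar to each one was in the same group for 42 of 48 in islets and 42 of 48 in liver. The module construction, the network scores and the pathway analysis by IPA were not repeated, because they rest on settings and on a database that the files do not hold.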

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

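The tests chosen only after the result was seen were that of reads shared between libraries of one sequencing run, the draws of diet labels for early against late weeks, the ratio of acinar genes to Ins2 in liver against islets, and the comparison of the 2 tissues of mouse HFD617. In 60 groups of 4 libraries, a library was taken as far from the other 3 when its gap to the nearest of them exceeded Dixon's limit for 4 values. This held in 12 groups, in 2 of which the other 3 libraries were listed at 0, so that any value above 0 would do, and about 3 would do so by chance.

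In islets, the mean log2(FPKM + 1) of 23 acinar genes was 9.07 in CD208 at week 8, where the other 3 CD libraries had 8.74 to 8.80. At week 24 it was 9.83 in HFD611, against 8.86 to 8.91 in the other 3 HFD libraries. Both libraries lie far from the rest of their group. All 23 genes were expressed in the islets of every week, and the summed FPKM of 17 of them ranged from 4623 to 152500 over the 48 islet libraries. Exocrine tissue that stayed with the islets may explain both libraries. The same list was higher in HFD mice at week 20, by 0.937, and lower at week 16, so that the amount varied in both directions between the diets. The design names no condition that sets these 2 mice apart, and no biological explanation was tested.

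The mean of 10 B cell genes in islets was 1.16 in CD203 at week 8, with 0.28 to 0.34 in the other CD mice, and 0.79 in HFD511 at week 20, with 0.35 to 0.40 in the other HFD mice. In each case one library stood far above the others. Of the 10 genes, 1 reached the filter in the islets, and 1, Cd22, is also among the liver immune genes of the paper. Cxcl13, a gene of lymph node stroma, had 8.12 FPKM in CD203 and 0.33 FPKM in HFD511. Lymph node tissue in single preparations is a candidate explanation. Over the 24 islet libraries of weeks 16, 20 and 24, with group means subtracted, the B cell list went with 5 genes of lymph node stroma (Pearson r 0.776, permutation p = 0.043, adjusted p = 0.065) and not with 9 macrophage genes (r -0.0230, permutation p = 0.91). The low Cxcl13 of HFD511 leaves blood or another source of B cells open in that mouse. No condition of the design separates these mice from the rest of their groups.

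The mean of 9 hepatocyte genes in islets was 1.97 in HFD416 at week 16 (others 1.25 to 1.35), 1.23 in CD505 at week 20 (0.65 to 0.66) and 3.07 in HFD617 at week 24 (0.54 to 0.73), each far above the other 3 libraries of its group. Between 3 and 6 of the 9 genes reached the filter in islets at weeks 8, 12 and 16. Alb had 11.9, 0.240 and 14.5 FPKM in these 3 libraries and Apoa1 2.16, 18.0 and 16.3 FPKM, against a median of 32850 FPKM of Alb in liver. The liver of HFD617 was also the one with most insulin transcripts of its group, so that each tissue of this mouse held transcripts of the other. Reads or RNA passed between samples could give this, as could a trace of the other tissue. Over all libraries, liver libraries within 0.1 M raw reads of an islet library held insulin transcripts more often than the others (one-sided exact p = 0.00137), but no library of week 24 was that close. For HFD617 the source stays open, and no biological explanation was tested.

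Insulin transcripts in liver are data that the paper does not discuss. Ins2 exceeded 1 FPKM in 27 of the 48 liver libraries and was listed at 0 in 20, among them all 8 of week 20. The sum of Ins1 and Ins2 lay far from the rest of the group in 5 livers, with 0.1 FPKM in HFD211 at week 8 (others 0), 3541 FPKM in CD306 (others 0 to 356) and 0.73 FPKM in HFD316 (others 0) at week 12, 2408 FPKM in CD407 at week 16 (others 109 to 183) and 388 FPKM in HFD617 at week 24 (others 6.44 to 17.0). Whole pancreatic tissue would bring its digestive enzymes. Of the 23 acinar genes, 17 were under 0.1 FPKM in the livers of week 20, and in the 9 livers with more than 50 FPKM of Ins2 their sum was 0.0735 of Ins2 in the median (0.0415 to 0.141). The digestive enzymes thus stayed under Ins2 in each of the 9, which argues against pieces of pancreas. In the 48 islet libraries this ratio was 0.0477 (0.00809 to 0.387). In the islets of the same 9 mice it was 0.141 to 3.69 times that of the liver, higher in 6 (0.173 against 0.0605 in CD306 and 0.104 against 0.0415 in CD407) and lower in 3, so the livers did not follow the islet preparation of the same mouse. HFD616 differs, with 86.7 FPKM of the acinar genes and 8.80 FPKM of Ins2.

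A candidate explanation is that reads of islet libraries were assigned to liver libraries of the same sequencing run, for which similar raw read numbers served as a stand-in. All 15 liver libraries within 0.1 M raw reads of an islet library had Ins2 over 1 FPKM, against 12 of the other 33 (same test, weeks kept apart). Alb in islets pointed the same way, with a median of 4.90 FPKM (1.52 to 13.03) in the 14 islet libraries that close to a liver library and 0.535 FPKM (0.12 to 48.8) in the other 34. The test rests on weeks 8, 12 and 16, where 7 of 7 such livers and 4 of the other 17 had Ins2 over 1 FPKM. These 4 include CD407, 0.70 M from the nearest islet library, and CD405 and HFD414 at 0.47 M and 0.24 M, and at week 24 all 8 livers had Ins2 over 1 FPKM and none was within the limit. For these 12 livers the stand-in gives no support, and the source stays open. RNA from the isolated islets of the same mouse would bring their ratio of acinar genes to Ins2. Over the 9 mice above, the slope of the log2 ratio in liver on that in islets was 0.0365 (standard error 0.131; -0.139 without CD304 and 0.151 without HFD414), where such a transfer gives 1, which argues against it as the common source in these 9 livers. In the other livers with Ins2 it was not tested. Transcription of insulin genes in liver itself was not tested.

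The effect of the diet differed between early weeks (4, 8 and 12) and late weeks (16, 20 and 24) for 386 of 12090 islet genes and for 17 of 10537 liver genes, by a test of the difference itself at an adjusted p under 0.05. Of the islet genes, 116 had the higher effect in the early and 270 in the late weeks, and 2229 had an unadjusted p under 0.05. In liver, 13 were higher late and 4 early, the latter being Dgcr6, Cd163, Oat and Tm7sf2, which were singled out after their values were seen, and 812 had an unadjusted p under 0.05. When the diet labels were drawn again within each week, 1 of 100 draws gave as many genes in islets, the real one included, and 3 of 100 did so in liver, where 1 draw reached 609. Leaving insulin out of the islet library total lowered the islet count to 2.1e+02, so a share of the islet genes depends on this scaling. Without CD304 the islet count was 854, without HFD517 or HFD518 272, and the liver count was 47 without HFD518. A lasting change of the response to the diet and a difference between weeks in handling or sequencing remain open, since each week was collected once.

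Among the named genes alone, 60 of 229 in islets (18 higher early, 42 late) and 8 of 156 in liver (all higher late) passed this comparison, and 46 and 1 did so with the adjustment over all genes.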

How the results depend on the processing

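The covariate for the percent of reads mapped to the genome, median ratio scaling, the insulin-free islet counts, the correlations of residuals within each diet, without the 2 farthest mice and without liver insulin were tests chosen only after the result was seen. The other alternatives below, the marker lists and the thresholds were chosen before the data were examined. No paired analysis was possible because HFD and CD mice are different animals whose labels share no replicate numbers. The comparisons of edgeR with DESeq2, of TMM with library sizes alone and of counts with FPKM were not run, since they need read counts and the table holds FPKM. For the same reason nothing is known here about the read counts behind genes of low FPKM, and the precision of such genes is limited by the 2 decimals of the table. Where a value changed below, the cause was not tested, apart from the stricter thresholds, which lower a count by construction, and the missing fold change minimum, which raises it.

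With a pseudocount of 0.1, the number of DEGs in islets was 26 at week 8 (main value 11), 94 at week 12 (39), 2.2e+02 at week 16 (177 lower and 40 higher, against 95 and 18), 116 at week 20 (64) and 170 at week 24 (86), and in liver 1 at week 4 (3), 215 at week 12 (1.1e+02), 259 at week 16 (143) and 59 at week 24 (39). In at least 1 week, 337 islet genes (167) and 552 liver genes (324) were then DEGs, 20 islet key genes (12) were, and 11 liver genes (17) differed between early and late weeks. With this pseudocount and no filter on low FPKM, the islet numbers were 34, 222, 628, 285 and 409 from week 8 to week 24 and the liver numbers 1, 216, 3.0e+02 (278 higher and 26 lower), 448, 201 and 89 from week 4 on. The unions were then 863 and 784, and the key genes 21 in islets and 17 in liver (main value 8). Leaving out the filter alone gave 1 DEG in liver at week 4 and 72 at week 20 (119).

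At an adjusted p under 0.001, islets had 0, 20, 69 and 7 DEGs at weeks 8, 12, 16 and 20 and liver 0, 7, 1, 45, 3 and 0 from week 4 to week 24, with unions of 95 and 52 and 4 liver key genes. Without a minimum fold change, islets had 613, 5.1e+02 (246 higher and 265 lower), 988, 555 and 972 from week 8 to week 24 and liver 5, 752, 1059, 751, 252 and 85 from week 4. The unions were 2319 and 1918, and 29 islet and 16 liver key genes passed. At an unadjusted p under 0.05, islets at week 8 had 3362 genes. With all 12 groups of a tissue in one fit, islets had 85 DEGs at week 12, and liver 22 at week 4 and 194 at week 20.

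The number of islet DEGs at week 4 was 0 in all alternatives, with 854 genes at an unadjusted p under 0.05 in the main setting. The number in all 6 weeks was 0 in both tissues, except that 1 liver gene, Adgrv1, was counted with all 12 groups in one fit, with the mapped percent as a covariate and without HFD118. With this covariate, 0 islet genes were DEGs at week 20, where the main setting had 3004 genes at an unadjusted p under 0.05. The percent was 79.15 to 80.71 in CD and 81.61 to 82.88 in HFD mice there, so that covariate and diet run together and this 0 says nothing about the DEGs of that week. In liver the covariate gave 30 at week 4 and 23 at week 12, where the diets overlap in this percent. Median ratio scaling gave 1 liver DEG at week 4 and 29 liver genes that differed between early and late weeks. With insulin left out of the islet library total, 2.1e+02 islet genes differed between early and late weeks (386).

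Counts do not show which genes passed. Of the DEGs summed over the weeks, 95.5% in islets and 97.4% in liver were also DEGs with a pseudocount of 0.1, 97.4% and 83.4% without the filter, 97.1% and 93.0% with both changes, 98.1% and 92.4% with all 12 groups in one fit, 93.0% and 83.2% after median ratio scaling, 60.4% and 62.2% with the covariate (islets at week 20 included), and 87.2% in islets without insulin. The share of lower genes among the calls was 72.2% in islets and 20.9% in liver, and over the alternatives between 54.7% (no minimum fold change) and 82.6% (pseudocount 0.1 and no filter) in islets and between 12.5% and 27.3% in liver. In single weeks, the share of higher genes in islets moved at week 8 from 72.7% to 90.0% after median ratio scaling, to 42.3% with a pseudocount of 0.1 (11 higher, 15 lower), to 35.3% with this pseudocount and no filter and to 11.4% without a minimum fold change (70 higher, 543 lower). The share of week 24 moved from 40.7% to 50.0% with a pseudocount of 0.1 and to 79.1% without a minimum fold change. Without insulin it moved from 25.6% to 49.1% at week 12 (27 higher, 28 lower) and from 15.9% to 27.9% at week 16 (36 higher, 93 lower). The median log2 fold change over all genes was -0.11 in islets at week 8 and 0.11 in liver at week 12. Leaving out insulin moved it in islets from 0.01 to 0.26 at week 12 and from 0.01 to 0.19 at week 16. Median ratio scaling brought it from 0.11 to 0.01 in liver at week 12, so changes smaller than these shifts have no firm direction in those weeks.

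Leaving out one library at a time, the number of DEGs in islets stayed at 0 at week 4 and ranged from 5 (without CD205 or HFD213) to 19 (HFD217) at week 8, where it was 6 without CD208 and 18 without HFD211, from 25 (HFD313) to 46 at week 12, where it was 26 without HFD316, from 95 to 125 at week 16, from 38 (HFD517) to 1.1e+02 (HFD511, 34 higher and 72 lower) at week 20, with 39 without HFD518, and from 75 to 96 at week 24. In liver the ranges were 0 (HFD114) to 31 (CD101) at week 4, with 1 without HFD112 or HFD113, 87 to 225 (HFD217) at week 8, 63 (CD307) to 191 (CD304) at week 12, with 66 without CD308, 72 without HFD315 and 173 without HFD316, and 99 to 236 (HFD411) at week 16. At week 20 the liver range was 58 (CD502) to 220 (HFD518), with 69, 62 and 71 without CD501, CD505 and CD507 and 78 and 64 without HFD516 and HFD517. At week 24 it was 11 (CD601) to 64 (HFD614), with 25 without CD608 and 20 without HFD616. The unions ranged from 153 to 188 in islets and from 297 to 399 in liver, the genes of all 6 weeks from 0 to 0 and from 0 to 1, and the key genes from 12 to 15 and from 8 to 10. The genes that differ between early and late weeks ranged from 272 to 854 (CD304) and from 12 to 47 (HFD518).

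The number of named gene sets past camera with its preset correlation between genes was 7, 5, 10, 8, 9 and 7 in islets and 5, 4, 6, 7, 9 and 5 in liver from week 4 to week 24. With the correlation estimated from the data it was 0 in all 12 comparisons. With fry it was 0, 10 and 6 in islets at weeks 4, 8 and 12, and 2, 1, 2, 1 and 3 in liver at weeks 4, 8, 12, 20 and 24, and within 1.5 times the main number in the other comparisons. Without insulin it was 8 in islets at week 8. Leaving out one library gave 4 (HFD118) to 10 (HFD114), 5 to 9 (CD208), 10 to 12, 7 to 11, 9 to 11 and 7 to 12 (HFD617) sets in islets, and 3 (CD106) to 6, 2 (CD207) to 6, 4 to 8, 5 to 8, 9 to 12 and 3 (HFD611) to 7 in liver.

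Enriched pathways among the DEGs numbered 0, 2, 2, 2 and 0 in islets from week 8 and 0, 15, 2, 7, 6 and 0 in liver from week 4. Without a minimum fold change the numbers were 2, 0, 14 and 1 in islets at weeks 8, 12, 16 and 24 and 29, 4 and 11 in liver at weeks 8, 12 and 20. Leaving out one library gave 0 to 2 (HFD211), 0 to 2, 0 (CD403) to 3, 0 to 2 and 0 to 0 in islets. The 0 at week 12 occurred without any one of CD306, CD307, CD308, HFD313, HFD316 and HFD318, and that at week 20 without CD502, CD505, HFD517 or HFD518. In liver it gave 0 to 9 (CD101), 6 (CD207) to 20 (HFD217), 0 to 8 (HFD316), 1 (CD407 or HFD416) to 18 (HFD411), 0 (CD502) to 17 (HFD518) and 0 to 2 (HFD614). At week 12 in liver, 0 occurred without CD306, CD307, CD308 or HFD318. These numbers rest on few DEGs in most weeks.

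The correlations between tissues depend on whether group means were subtracted. Without subtraction, islet black with liver steelblue, brown, orange and yellowgreen gave 0.532, 0.546, -0.468 and 0.656 in CD mice and 0.764, 0.736, -0.686 and 0.744 in HFD mice, and lightcyan1 with orange 0.575 and 0.647, where the main value was -0.0169. Shared change over the weeks can enter these values. With group means subtracted, steelblue was 0.575 in CD mice (permutation p = 0.0031) and -0.0384 in HFD mice (permutation p = 0.89), orange with black 0.347 in CD mice (permutation p = 0.12) and -0.458 in HFD mice (permutation p = 0.066, main value -0.124), and lightcyan1 with orange -0.313 in CD mice (permutation p = 0.14) and 0.344 in HFD mice (permutation p = 0.15), so that opposite signs enter the values near 0 of all mice. Without HFD511 and HFD517, brown was -0.157 (main value 0.128). Leaving out one mouse gave -0.0293 (HFD517) to 0.233 for steelblue, -0.154 (HFD517) to 0.213 for brown, -0.166 to -0.0385 (HFD617) for orange, -0.156 (HFD517) to 0.224 for yellowgreen and -0.0869 to 0.0708 (CD207) for lightcyan1 with orange. The first principal component in place of the mean changed no relation past its threshold or direction, nor did removing liver insulin.

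Among single genes and gene sets of the text, 2 changed direction. The Th1 and Th2 set in islets at week 16 was at 0.12 without insulin (main value -0.05). The median of all genes moved from 0.01 to 0.19 in that setting, so this change of direction need not be one of the set. Gdf15 in liver at week 4 (0.81) ranged from -0.0071 without HFD118 to 1.40 over the fits that each left out one mouse. Of the other changes, 57 were weaker and 19 stronger. By setting, 18 weaker values of sets came from the estimated correlation, 6 from fry and 2 from leaving out one library. For genes, 7 came from all 12 groups in one fit, 7 from median ratio scaling, 6 from leaving out the filter, 2 from leaving out insulin and 9 from leaving out one library.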

Differences from the paper's values

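The main values below use the threshold of an adjusted p under 0.05 with an absolute log2 fold change of at least 1. The paper gives 3844 islet genes and 4101 liver genes that differ in at least 1 week, where 167 and 324 were found, and 33 and 39 genes that differ in all 6 weeks, where 0 and 0 were found. None of the alternatives set before the data were examined closed these gaps. The authors' own deposited q-values and ratios give 3844, 4101, 33 and 39 at a q-value of at most 0.05 and an absolute log2 ratio of at least 1. For the key genes that differ in at least 1 week, the paper's numbers are 23 in islets and 17 in liver, and those found were 12 and 8. With a pseudocount of 0.1 they were 20 and 12, with a pseudocount of 0.1 and no filter on low FPKM 21 and 17, and without a minimum fold change 29 and 16, all of which lie within 1.5 times the paper's numbers. No other alternative set before the data were examined came that close.

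In islets, Fig. 4A, read by eye, shows about 440 lower and about 520 higher genes at week 4, where 0 and 0 were found with 854 genes at an unadjusted p under 0.05. It shows about 790 lower and about 230 higher at week 8 (3 and 8 found), about 1100 lower and about 350 higher at week 12 (29 and 10), about 1800 lower and about 200 higher at week 16 (95 and 18), about 1500 lower and about 260 higher at week 20 (48 and 16), and about 1300 lower and about 560 higher at week 24 (51 and 35). Without a minimum fold change, 543 lower genes at week 8, 246 higher genes at week 12, 179 higher genes at week 20 and 769 higher genes at week 24 were within 1.5 times the figure's values. None of the other alternatives set before the data were examined was that close, in these or the other islet weeks.

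In liver, Fig. 4B, read by eye, shows about 220 lower and about 610 higher genes at week 4 (0 and 3 found), about 370 lower and about 770 higher at week 8 (35 and 91), about 550 lower and about 1200 higher at week 12 (9 and 1.0e+02, or 92.0% of the DEGs), about 400 lower and about 1300 higher at week 16 (21 and 122), about 400 lower and about 1200 higher at week 20 (38 and 81), and about 380 lower and about 720 higher at week 24 (10 and 29). Without a minimum fold change, 619 higher genes at week 8 and 938 at week 12 were within 1.5 times the figure's values, and no other alternative set before the data were examined was that close in any liver week.

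Several statements on single genes in islets differ from the values found. The paper describes Vamp2 as lower in HFD islets. It was lower on average in each week and passed the adjusted p-value in none, with a smallest value of 0.10. It passed at week 8 without mouse HFD217 (adjusted p = 0.046) and with all 12 groups in one fit (0.049). The paper has Cpe and Ins1 higher before week 16 and gradually lower afterwards. Ins1 was higher at weeks 12 and 16 and changed by 0.17 and 0.02 at weeks 20 and 24, and it was also higher at week 8 without HFD217 (adjusted p = 0.0096). Cpe passed in no week of the main setting. It was higher at week 8 with all 12 groups in one fit (adjusted p = 0.041) and without HFD217 (0.019), higher at week 12 with insulin left out of the islet library total (0.033), and lower at week 20 with all 12 groups in one fit (0.0087), with insulin left out (0.040) and without HFD511 (0.025). Over the alternatives the adjusted p of Cpe at week 8 lay between 0.019 and 0.30.

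The paper gives Gata6, Sox9 and Onecut1 as lower in all weeks. Gata6 did not pass at week 4 (adjusted p = 0.76) or week 8 (adjusted p = 0.085), where it passed without HFD217 (adjusted p = 0.033). Sox9 and Onecut1 were under the filter in each week. Without the filter, Sox9 passed at weeks 16, 20 and 24 (adjusted p = 0.030, 0.034 and 0.023) and Onecut1 at week 16 (adjusted p = 0.0095), and with a pseudocount of 0.1 as well Sox9 passed at weeks 16 and 24 (0.014 and 0.030) and Onecut1 at week 16 (0.0010). The paper counts Egr1 and Fosb among the islet key genes that differ between the diets. Neither passed in any week, and the adjusted p of Egr1 at week 12 lay between 0.12 and 0.62 over the alternatives.

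Of the genes for which the paper's discussion describes higher levels in HFD islets, Gpr119, Cd36, the acyl-CoA synthetase genes and Hbegf did not pass at week 4, under any alternative. Acsl5 was lower at week 8, with -0.28 (adjusted p = 0.034). With insulin left out, Acsl3, Acsl4 and Acsl6 were higher at week 16 (adjusted p = 0.0036, 0.032 and 0.0067) and Hbegf at week 12 (0.00049). Leaving insulin out moved the median change of all genes from 0.01 to 0.26 at week 12 and to 0.19 at week 16. With all 12 groups in one fit, Acsl3 and Acsl6 were higher at week 24 (0.039 and 0.035). Mlxipl, the gene of ChREBP, did not pass after week 12 in the main setting. It passed at week 16 with insulin left out (adjusted p = 0.011), at week 20 without HFD511 (0.048) and at week 24 without HFD614 (0.016), where its adjusted p lay between 0.016 and 0.46 over the alternatives. The paper describes IR, IRS-2, PI3K, PDK1 and PPARγ as higher throughout. Pparg passed at week 24, and Insr, Irs2, Pik3ca, Pik3r1, Pdpk1 and Pdk1 in no week of the main setting. Insr passed at week 24 with all 12 groups in one fit (adjusted p = 0.030, between 0.030 and 0.27 over the alternatives) and at week 16 with insulin left out (0.029), Irs2 at week 16 with insulin left out (0.023), and Pparg with insulin left out at weeks 12 and 16 (0.021 and 0.0083) and without HFD511 at week 20 (0.043). Pdpk1 was lower at week 20 with insulin left out and without HFD511 (-0.32 and -0.28, adjusted p = 0.038 and 0.031). Met passed in no week under any alternative. The paper describes Glp1r as higher and names no week. Glp1r was lower at week 8, with -0.53, a call that held in 2 of 8 fits that left out one mouse. It was higher at week 12 and week 16 with insulin left out (adjusted p = 0.00080 and 0.0082), at week 12 without CD306 (0.033) and at week 16 without HFD418 (0.0099). Il6ra passed in no week of the main setting and at week 8 without HFD217 (adjusted p = 0.041), with 0.041 to 0.21 over the alternatives.

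In liver, the paper describes 9 genes of lipid-induced insulin resistance, inflammation and the unfolded protein response as higher in HFD mice. Sptlc1 passed at week 12, Sptlc2 at weeks 12 and 16 and Eif2ak3 at weeks 12 and 24. Prkce, Ppp2ca, Ikbkb, Ern1 and Hspa5 passed in no week, and Tlr4 was under the filter. With all 12 groups in one fit, Sptlc1 and Eif2ak3 also passed at week 16 (adjusted p = 0.037 and 0.047) and Sptlc2 at week 20 (0.00089), Sptlc1 passed at week 16 without HFD411 (0.013) and Eif2ak3 at week 20 without HFD518 (0.037). Ppp2ca passed at week 12 with all 12 groups in one fit (adjusted p = 0.041) and without HFD316 (0.036), and Ern1 without CD304 (0.049), while Ern1 fell by 0.33 at week 8 and passed there as lower without HFD217 (-0.45, adjusted p = 0.025). Cx3cr1, which the paper describes as higher, was under the filter. It passed at week 24 without the filter (adjusted p = 0.048), and at weeks 16 and 24 with a pseudocount of 0.1 as well (0.027 and 0.021). The paper links Gdf15 to weeks 4, 12 and 24, Sparc to week 4 and Atf3 to week 12. It describes ATF3 as higher at 3 time points with western blots, which measure protein. The values here are of RNA and do not test those blots. Gdf15 did not pass at weeks 4, 12 and 24 (adjusted p = 0.71, 0.29 and 0.17), nor Sparc at week 4 (adjusted p = 0.37). Atf3 was under the filter at week 4 and did not pass at week 12 (adjusted p = 0.18) except without CD306 (0.025, and up to 0.68 over the alternatives), and it passed at weeks 16, 20 and 24. Hgf, described as highly expressed in HFD liver, did not pass at week 4 (adjusted p = 0.14) except with all 12 groups in one fit (0.025) and with the mapped percent as a covariate (0.024), which was chosen after seeing the values, and lay between 0.024 and 0.39 over the alternatives.

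For pathways in islets, the paper has cell replication pathways higher early. No DEG of cell cycle or oocyte meiosis was found at weeks 4 and 8, but with only 0 and 11 islet DEGs in these weeks this absence decides nothing. The mean changes of cell cycle were -0.09 and -0.13. T cell receptor signaling and the T helper cell pathways were not enriched among the DEGs of weeks 16 to 24, with or without a minimum fold change. Their genes under the filter could not enter this test. Among the authors' deposited calls, the overlap had an adjusted p of 0.034 for Th1 and Th2 cell differentiation at week 16, 0.036 for T cell receptor signaling at week 24 and 0.0022 for glycolysis/gluconeogenesis at week 4. It was 0.69 for cell cycle and 0.28 for oocyte meiosis at week 4 and 1.0 for both at week 8, 0.48 for T cell receptor signaling at week 16, 0.066 for Th1 and Th2 cell differentiation at week 24, 0.26 and 0.14 for Th17 cell differentiation at weeks 16 and 24, and 1.0 for these 3 pathways at week 20. In liver, no diabetes pathway was enriched among the DEGs, with or without a minimum fold change. Among the authors' deposited calls, type I diabetes had an adjusted p of 0.00056 at week 16 and 0.0088 at week 24, maturity onset diabetes of the young 0.037, 0.0032 and 0.038 at weeks 8, 12 and 16, and type II diabetes 0.019 and 0.032 at weeks 12 and 16, while insulin secretion and AGE-RAGE signaling had smallest values of 0.079 and 0.39.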

Other observations

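The tests chosen only after the result was seen were the splits of the libraries for gene sets and for 2-fold ratios, the tests of alpha and delta cell genes, that of the islet DEGs at week 12, those of the splits in liver at week 4 and in islets at week 12, those of macrophage and stromal genes in liver, and that of Gata6, Sox9 and Onecut1 at weeks 12 and 16.

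The 8 libraries of a tissue and week can be split into 4 and 4 in 35 ways. In islets, all 35 splits gave as many DEGs as the diets at week 4, where the diets gave 0 and 854 genes had an unadjusted p under 0.05, and 1 of the 35 splits, the diets themselves, did so at each of weeks 8, 12, 16, 20 and 24. In liver, 2 of the 35 splits gave as many at week 4 and 1 of the 35 at each of the other weeks. The number of genes with an adjusted p under 0.05, whatever their fold change, was reached by 2 of the 35 splits in islets at week 12. At a 2-fold ratio of mean FPKM without any test, islets had 197, 132, 282, 4.0e+02, 271 and 380 genes from week 4 to week 24, where the other splits had medians of 154, 48.5, 58, 47, 45.5 and 110, and 4 of the 35 splits reached the number of week 4 and 1 of the 35 that of each later week. In liver the numbers were 189, 370, 469, 531, 590 and 263, reached by 2 of the 35 splits at week 4 and by 1 of the 35 in each later week. For named gene sets past camera within a week, 11, 26, 12, 17, 8 and 19 of the 35 splits reached the number of the diets in islets from week 4 to week 24, and 13, 17, 3, 8, 4 and 15 did so in liver. These numbers of sets are thus as large in splits unrelated to the diet, and single sets below rest on fry where it passed. By fry, 35, 1, 2, 1, 1 and 1 of the 35 splits reached the number in islets and 2, 4, 3, 1, 35 and 1 in liver, with 0 sets at week 4 in islets and at week 20 in liver. These numbers are adjusted over the sets of one week, and the p-values of sets below over the sets of all weeks.

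In liver at week 4, a split that put CD103, CD104, HFD112 and HFD118 on one side gave 53 DEGs, against 3 for the diets, and 1565 genes with an adjusted p under 0.05. The first side had 81.8% to 83.3% of its reads mapped to the genome and the other 79.3% to 80.8% (exact two-sided p = 0.0286, the smallest that 4 against 4 can give). Library quality is a candidate explanation for this split. With the mapped percent as a covariate, the diets gave 30 DEGs in that week. No condition of the design runs along this split, and no biological explanation was tested.

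In islets at week 12, a split with CD304, HFD313, HFD315 and HFD316 on one side gave 652 genes with an adjusted p under 0.05 and 2 DEGs, where the diets gave 39 DEGs. The mean of 9 clock genes minus that of 2 genes of opposite phase differed by -1.06 between its sides in islets (exact p = 0.0571) and by -0.53 in the livers of the same mice (exact p = 0.514). Time of day at tissue collection and chance cannot be told apart for this split, since the times are not in the labels and 8 mice leave the liver test open. As sets, the 11 clock genes changed with the diet at week 12 by -0.51 in islets (2 of 10 tested higher, adjusted p = 0.00020 by camera and 0.17 by fry) and by -0.46 in liver (3 of 10 higher, 0.0060 and 0.22). In the other weeks they did not pass.

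Of the islet DEGs summed over the weeks, 72.2% were lower in HFD mice. Without a minimum fold change 54.7% of 3639 were, and 79.1% of those at week 24 were higher, so the excess depends on the fold change minimum. Insulin took 53.7% to 75.1% of the FPKM of an islet library, so that more insulin would lower every other gene. With insulin left out of the library total, 65.6% of the DEGs were lower, and at week 20, where its share differed between the diets by 0.340 points (standard error 1.07), 48 of 64 DEGs were lower, which argues against the insulin share as the whole cause of the excess. At week 12 the share was 12.6 points higher in HFD mice, which would lower the other transcripts by 0.502 on the log2 scale. The library medians over 11279 other genes differed by 0.0116 (standard error 0.0826) between the diets, so these genes were not lowered as a whole. The DEGs of week 12 were 10 higher and 29 lower, and 10 higher and 36 lower after median ratio scaling. With insulin left out they were 27 higher and 28 lower, while the median log2 fold change over all genes rose from 0.01 to 0.26. The excess at week 12 thus depends on the scaling, and the insulin share stays open as its cause in that week.

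Genes of alpha and delta cells were lower in HFD islets. The 6 alpha genes changed by -0.20, -0.48, -0.99, -1.38, -1.43 and -1.67 on average from week 4 to week 24, with 0 higher from week 8 on and adjusted p-values by fry of 0.025, 0.00053, 0.0023, 0.0031 and 0.0033 at weeks 8 to 24. The 3 to 4 delta genes tested changed by -0.05, -0.49, -0.98, -1.69, -1.73 and -2.27, and passed fry at weeks 12 to 24 (adjusted p = 0.0032, 0.0023, 0.027 and 0.00080). The 2 pancreatic polypeptide genes had medians of -0.09, -0.51, -0.87, -1.75, -1.78 and -2.33. All genes of these lists are expressed in islets, and Gcg and Sst are also in Figure 4F. At week 24, Gcg fell from 10210 to 1358 FPKM and Sst by 2.67 on the log2 scale. The insulin share was higher in HFD islets by 12.6 and 8.20 points at weeks 12 and 16. With insulin left out of the library total, the alpha score still differed by -0.7295 and -1.227 (standard errors 0.084 and 0.15), where the median of all genes was 0.26 and 0.19. At weeks 20 and 24 the share differed by 0.340 and 0.4575 points (standard errors 1.07 and 2.54), which would lower every other gene by 0.01 and 0.02. These values argue against the insulin share as the cause in these 4 weeks. More beta cells per islet would lower every other cell type, but the 6 endothelial genes were higher by 0.2722 at week 24 (6 of 6, adjusted p = 0.042 by fry), which argues against such dilution alone. Fewer alpha and delta cells per islet, less transcription in each of them and a loss of the islet mantle during isolation may each give this pattern. In stained pancreatic sections, which involve no isolation, the paper found a smaller glucagon area ratio from week 16 and a smaller somatostatin one from week 8. A loss during isolation cannot account for that staining. The paper also gives pancreatic glucagon content as slightly higher at week 24 and somatostatin content as unchanged. How much each explanation adds to the fall in transcripts stays open. The 10 beta genes were higher at week 12, by 0.31 on average (9 of 10, adjusted p = 0.0051 by camera and 0.012 by fry), and as a set they did not pass in the other weeks. At week 8 their score was lower in HFD islets without overlap of the diets (difference -0.1925, exact p = 0.0286, adjusted p of the set 0.15 by fry). In liver, 4 beta genes could be tested at weeks 4 and 16, where they passed camera alone, at -0.31 and -2.71 (adjusted p = 0.017 and 0.036, and 0.19 and 0.21 by fry), and the latter follows the insulin transcripts of the livers, with 2408 FPKM in CD407 and 0 in HFD416 and HFD418.

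Gata6, Sox9 and Onecut1 were lower in HFD islets, and less ductal and acinar tissue in the preparations could lower them. All 23 acinar genes are expressed in islets, with group means of 3540 to 35330 FPKM for Amy2a5, and 6 to 7 of the 10 ductal genes, among them Krt7 with 94.9 to 145 FPKM. Sox9 and Onecut1 are themselves in the ductal list and Spp1 is also in Table S1. The acinar genes changed by -0.78, 0.17, -1.65, -1.63, 0.94 and -0.55 from week 4 to week 24, with 0, 16, 0, 0, 22 and 2 of 23 higher. They passed camera in all 6 weeks and fry at week 16 alone (adjusted p = 0.048), and the acinar score of each library varied widely. At week 20, where Gata6 was lower, the acinar score was higher by 0.937, which argues against this tissue as the cause in all weeks. At week 16 the ductal score was lower by 0.62 (difference -0.6175, exact p = 0.0286) and the 6 ductal genes tested were all lower, by -0.70 on average (adjusted p = 0.0023 by fry). At week 12 the score differed by -0.459 (exact p = 0.0286), with 1 of 6 genes higher and a mean of -0.65 (0.019 by camera, 0.11 by fry). Less ductal tissue thus stays a candidate explanation at weeks 12 and 16. At week 24 the ductal score differed by -0.095 (standard error 0.082), while Gata6 was lower by 0.80.

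Lymphocyte genes were lower on average in HFD islets at weeks 16 to 24, and lymph node tissue in some preparations is a candidate explanation. The B cell score went with 5 genes of lymph node stroma over the 24 libraries of these weeks (Pearson r 0.7764, 0.719 without CD407 and CD606) and with the 11 T cell genes (r 0.952, permutation p = 7e-05, adjusted p = 0.00021). Of these lists, 1 B cell gene reached the filter in islets, and the most abundant genes were Cd79a, with group means of 4.35 to 12.6 FPKM, Cxcl13, with 0.0800 to 3.41 FPKM, and Cd2, with 0.128 to 1.14 FPKM. Lat and Lck of the T cell list are among its genes that are also in Table S1. The score of lymph node stroma itself differed between the diets by -0.43, -0.22 and -0.43 at weeks 16, 20 and 24 (exact p = 0.0857, 0.0571 and 0.257), and a difference in lymphocytes inside the islets stays open.

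Cell cycle genes were not higher in HFD islets at week 4. HFD114 and HFD118 have another number of raw reads in Table S6 than the other libraries of that week. Their proliferation scores had a mean of 0.658 and those of the other 2 HFD libraries 0.7204, while the CD libraries ranged from 0.618 to 2.453. The 4 CD libraries share their number of raw reads with HFD112 and HFD113. A difference between sequencing batches and the diet cannot be told apart here, because 1 CD library, CD101, scored as low as the HFD libraries and the 2 HFD libraries that share the number are too few. The 4 proliferation genes tested at week 4 were all lower (-0.86, adjusted p = 0.0092 by camera and 0.33 by fry). In later weeks the score of the 18 genes was lower in HFD mice by 0.20 at week 8 (difference -0.197, exact p = 0.371), and differed by -0.18, -0.41, -0.42 and -0.27 at weeks 12, 16, 20 and 24 (exact p = 0.0286 in each). The most abundant of these genes, Top2a, had group means of 0.0675 to 5.15 FPKM. Bub1, Ccna2, Ccnb2, Cdc20 and Cdk1 of the list are also among the paper's islet module genes.

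Immediate early genes, among them Fos, Fosb, Jun, Junb, Egr1 and Atf3 of the paper's lists, may vary with stress during tissue collection. In 8 of the 12 combinations of tissue and week, the SD of their score between mice of a group exceeded the difference between the diets. Stress at collection and the diet cannot be told apart for these genes, since handling times are not in the labels. Of the 12 genes, 9 to 10 were tested in islets, with no pass in any week, and 7 to 10 in liver, where they changed by 1.73 at week 20 (10 of 10 higher, adjusted p = 5.2e-06 by camera and 0.10 by fry) and by 0.80 at week 24 (8 of 9 higher, 0.016 and 0.11). Zfp36 had the highest group means in liver, 59.0 to 136 FPKM.

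The number of DEGs did not follow the difference in depth between the diets. Over the 12 combinations of tissue and week, Spearman's rho of the difference in clean reads with the number of DEGs was 0.06305 (permutation p = 0.85), and Pearson's r was -0.30 (permutation p = 0.39) and -0.17 without the 2 farthest combinations. The largest difference, 7.03 M in islets at week 8, went with 11 DEGs, and one of 0.510 M in islets at week 16 with the most islet DEGs. Islets at week 8 also had 613 genes past the adjusted p-value whatever their fold change. Their 3362 genes at an unadjusted p under 0.05 were the most of any comparison. Raw reads of the diets did not overlap there or in liver at week 8. Depth and diet cannot be told apart in that week, and the numbers of DEGs do not decide it.

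In HFD liver, macrophage and stromal genes were higher. The 8 macrophage genes tested changed by 0.75, -0.05, 0.82, 0.90, 0.79 and 0.15 on average from week 4 to week 24. They passed camera at weeks 4, 12, 16 and 20 (adjusted p = 0.0015, 0.012, 0.0025 and 8.2e-07) and fry at week 20 (8 of 8 higher, 0.037), where fry adjusted over the sets of that week alone gave 0.074. The stromal genes changed by 0.46, 0.77, 1.19, 1.33, 0.69 and 0.87, all 6 or 7 tested higher in each week, and passed fry at week 16 (adjusted p = 0.00037). Lyz2 had group means of 14.8 to 67.3 FPKM and Dcn of 26.95 to 90.02 FPKM. Fewer hepatocyte transcripts per library would raise every other cell type alike. At week 4 the scores of endothelial, macrophage and stromal genes were higher by 0.703, 0.674 and 0.442 (standard errors 0.32, 0.30 and 0.14), so it stays a candidate explanation in that week. At week 16 they were higher by 0.166, 0.828 and 1.148, and at weeks 8, 12 and 24 the endothelial score differed by -0.0970, 0.201 and -0.1903 and the stromal score by 0.665, 1.012 and 0.776. These gaps exceed 2 standard errors, which argues against that explanation for stromal genes in these 4 weeks and for macrophage genes at week 16. For macrophage genes at week 12 the gap was 0.546 (standard error 0.33). At week 20 the 3 scores were higher by 0.2928, 0.733 and 0.688, with gaps inside 2 standard errors, so fewer hepatocyte transcripts and a change in these cells cannot be told apart in that week. More macrophages and stromal cells, or more transcription in them, may give the pattern and stay open as hypotheses. The endothelial genes in liver passed at week 4 by camera alone (0.70, 6 of 6 higher, adjusted p = 0.011, and 0.14 by fry), and the 9 hepatocyte genes did not pass in any week.

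The other lists gave the following. In islets, 7 of 9 macrophage genes were tested and passed camera alone at week 4 (0.15, 5 of 7 higher, adjusted p = 0.012, and 0.49 by fry) and week 20 (0.45, 7 of 7 higher, 0.0090 and 0.33), the stromal genes did not pass in any week, and 3 hepatocyte genes passed camera at week 8 (0.51, 3 of 3 higher, 0.0028, and 0.11 by fry). In liver, the ductal, acinar and alpha lists, of which 3 to 6 genes could be tested, did not pass. Of 5 sex-linked genes, 4 could be tested and did not pass in either tissue, and Ddx3y, which lies on the Y chromosome, had 3.41 to 21.3 FPKM in islets and 3.09 to 15.1 FPKM in liver, as in male mice. Nnt, a gene that differs between C57BL/6 substrains, had 18.5 to 26.1 FPKM in islets and 24.3 to 58.3 FPKM in liver, where it was higher in HFD mice at week 8, by 0.54 (adjusted p = 0.013). Of the 20 islet genes of the discussion, 0, 2, 1, 2, 2 and 2 passed from week 4 to week 24 over all genes and 0, 2, 2, 2, 3 and 6 adjusted over the list alone, with 18 of 19 tested higher at week 24.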
